# NKG2D-mediated detection of metabolically stressed hepatocytes by innate-like T cells is essential for initiation of NASH and fibrosis

**DOI:** 10.1126/sciimmunol.add1599

**Published:** 2023-09-29

**Authors:** Sonja Marinović, Maja Lenartić, Karlo Mladenić, Marko Šestan, Inga Kavazović, Ante Benić, Mia Krapić, Lukas Rindlisbacher, Maja Cokarić Brdovčak, Colin Sparano, Gioana Litscher, Tamara Turk Wensveen, Ivana Mikolašević, Dora Fučkar Čupić, Lidija Bilić-Zulle, Aleksander Steinle, Ari Waisman, Adrian Hayday, Sonia Tugues, Burkhard Becher, Bojan Polić, Felix M. Wensveen

**Keywords:** NKG2D, NKG2D ligands, MAFLD, NAFLD, IL-17A, NASH, metabolic cellular stress, immunosensing, inflammation, fibrosis, liver, hepatocytes, γδ T cells, innate-like lymphocytes

## Abstract

Metabolic-associated fatty liver disease (MAFLD) is a spectrum of clinical manifestations ranging from benign steatosis to cirrhosis. A key event in the pathophysiology of MAFLD is the development of non-alcoholic steatohepatitis (NASH), which can potentially lead to fibrosis and hepatocellular carcinoma, but the triggers of MAFLD-associated inflammation are not well understood. We have observed that lipid accumulation in hepatocytes induces expression of ligands specific to the activating immune receptor NKG2D. Tissue-resident innate-like T cells, most notably γδ T cells, are activated through NKG2D and secrete IL-17A. IL-17A licenses hepatocytes to produce chemokines that recruit proinflammatory cells into the liver, which causes NASH and fibrosis. NKG2D-deficient mice did not develop fibrosis in dietary models of NASH and had a decreased incidence of hepatic tumors. Importantly, the frequency of IL-17A^+^ γδ T cells in the blood of MAFLD patients correlated directly with liver pathology. Our findings identify a key molecular mechanism through which stressed hepatocytes trigger inflammation in context of MAFLD.

## Introduction

Metabolic-associated fatty liver disease (MAFLD), previously known as non-alcoholic fatty liver disease (NAFLD), is considered the hepatic manifestation of metabolic syndrome and affects approximately one quarter of the global adult population (1–3). MAFLD is a spectrum of clinical entities ranging from simple steatosis to cirrhosis. Whereas many patients only suffer from benign steatosis (metabolic-associated fatty liver; MAFL), some progress to non-alcoholic steatohepatitis (NASH). NASH is characterized by a dramatic increase in inflammatory cells in the liver, which drives the development of fibrosis and can ultimately cause cirrhosis and liver failure. Due to limited treatment options, MAFLD/NASH is quickly becoming one of the leading causes of liver-associated deaths worldwide. A better understanding of the molecular triggers that drive the transition of steatosis to hepatitis and cirrhosis is therefore imperative (4), but the early metabolic stress-specific signals that initiate inflammation in the liver remain largely unknown.

The pathophysiology of NASH is thought to require multiple triggers, including fat accumulation, gut microbiome disbalance, and oxidative stress (2), but general consensus is that the key event in the transition of MAFL to NASH is the initiation of inflammation (2). The events leading up to inflammation are therefore of great clinical interest. CD4^+^ T_H_17 cells and CD8^+^ T cells have been shown to mediate NASH-associated liver fibrosis in both mice and humans (5–9). However, these cells are recruited in response to an established inflammatory milieu and therefore do not initiate immune cell accumulation in the liver. Instead, tissue resident immune cells appear more likely to sense early metabolic stress and induce the inflammatory response (10). Innate like T cells, such as mucosa associated invariant T cells (MAIT) and γδ T cells, have been shown to be involved in the pathophysiology of NASH. In humans and mice, NASH is associated with type 3 inflammation, characterized by the by the production of the cytokine IL-17A, most notably by mucosal-associated invariant T (MAIT) cells and γδ T cells (11–13). In response to T cell receptor (TCR) engagement, these cells were shown to secrete IL-17A and promote liver fibrosis (14). However, TCR triggering alone is typically insufficient for the full activation of these cells (15), and engagement of other activating receptors through stress ligands usually plays a prominent role in immunosurveillance mediated by tissue-resident innate-like lymphocytes (16). The role of stress ligands in the development of NASH is currently unclear.

Several mechanisms have been associated with immune cell activation in response to metabolic stress. We have previously shown that hypertrophic adipocytes upregulate ligands of the activating NK cell receptor NCR1 in obesity (17). As a response, tissue-resident NK cells proliferated and secreted IFN-γ which triggered macrophage polarization and local inflammation (17). In the liver, hepatic stress caused by hepatitis B and C virus infection was associated with the induction of ligands for the activating receptor NKG2D (18, 19). NKG2D is constitutively expressed on many immune cells, most notably innate and innate-like lymphocytes such as NK, MAIT, and γδ T cells, but its ligands are typically only induced in tissues in response to stress (20). Upon NKG2D engagement, immune cells mediate cytotoxic responses and/or produce cytokines, and this receptor has been shown to play a role in many pathologies (20, 21). In a mouse model for hepatotoxicity mediated by injection of carbon tetrachloride, NKG2D ligands (NKG2D-L) were shown to be induced and could drive NK cell-mediated killing of hepatic stellate cells (22). However, whether NKG2D plays a functional role in NASH is currently unknown.

Here, we aimed to elucidate which molecular signal triggers MAFL-to-NASH transition in fatty liver disease. We observed that both induction of NKG2D ligands and IL-17A expression correlate with the early stages of human NASH. Using a dietary model for NASH developed in our lab, we show that metabolic stress in hepatocytes promotes NKG2D-L expression, which is detected by tissue-resident innate-like T cells, most notably γδ T cells. Their secretion of IL-17A early during disease pathogenesis in response to NKG2D engagement licenses hepatocytes to produce chemokines and attract pro-inflammatory myeloid cells. Deficiency of NKG2D or IL-17A receptor expression on hepatocytes resulted in a considerable reduction in liver inflammation and fibrosis. Importantly, IL-17A expression by innate-like T cells in the blood of patients with MAFLD correlated positively with liver pathology. Our findings identify a key molecular mechanism that mediates the transition of MAFL to NASH with potential applications as a diagnostic biomarker and therapeutic target.

## Results

### MAFLD is associated with an increase of NKG2D ligands and IL-17A-expressing cells in the human liver

Human MAFLD is associated with steatosis, inflammation, and fibrosis. We analyzed histological sections of liver biopsies from patients that were diagnosed with MAFLD to characterize disease progression. We observed that both steatosis and fibrosis often start in zone I of the liver lobules around the hepatic artery, where oxygenation is highest, and most oxygen radicals are expected to be generated. From here, pathology spreads outwards towards zone III (Fig. 1a). Late-stage steatosis and fibrosis were usually accompanied by diffuse foci of inflammatory cells, which are indicative of NASH.

MAFLD generates both metabolic and inflammatory stress in hepatocytes. We therefore investigated whether ligands of the activating stress receptor NKG2D are induced in liver tissue from patients with MAFLD. Immunohistochemical staining revealed that the NKG2D ligands MICA/B are upregulated specifically in sections most affected by steatosis compared to healthy sections of the same tissue (Fig. 1b and Fig. S1a). We did not observe induction of the NKG2D ligands ULBP1 or ULBP3 in livers of patients. MAFLD has been associated with type 3 inflammation, so we investigated if IL-17A expression is induced in liver biopsy materials of patients with MAFLD and whether this correlates with the disease severity score (23). We observed that the frequency of IL-17A expressing cells positively correlated with both the level of steatosis and liver inflammation (Fig. 1c). Notably, we observed that the increase in IL-17A expressing cells highly correlated with the early stages of MAFLD (NAS score 3-5), whereas it decreased again in later stages of the disease (NAS scores 6 and 7) (Fig. 1c,d and Fig. S1b).

To determine which cells produce IL-17A in human livers, we first made use of publicly available single cell RNA sequencing data of human liver biopsy material (24). This showed that *Rorc*, the transcription factor mediating IL-17A expression, is predominantly expressed by T cells (Fig. S1c). In addition, we found that *Rorc* was expressed in a subpopulation that also expressed *Klrk1*, the gene encoding NKG2D. To confirm that Rorc expression also translated into IL-17A production, immune cells were isolated from fresh biopsy material and stimulated in vitro with PMA and Ionomycin. Cytokine producing cells were identified by flow cytometry. We observed that IL-17A was almost exclusively produced by CD3^+^ cells (Fig. 1e). Of these, most cells had a CD4^+^ Th17 profile. In addition, we observed that CD8 T cells and γδ T cells were prominent sources of IL-17A (Fig. 1f and Fig. S1d).

In summary, we find that human MAFLD is associated with an upregulation of NKG2D ligands and an increase in the frequency of IL-17A producing cells, especially in the early stages of the disease. This suggests that a causal relationship may exist between these two parameters.

### Lipid accumulation in murine hepatocytes induces upregulation of NKG2D ligands

To gain mechanistic insight into early hepatic stress responses in the context of MAFLD, we established a mouse model for this disease. Current dietary models of MAFLD are typically based on the exclusion of key nutrients, such as choline and methionine, and are therefore not an ideal representation of human disease (25). We formulated a modified *Amylin liver NASH diet* (26), which we termed the steatosis-steatohepatitis diet (SSD). SSD contains high levels of fat, fructose and cholesterol and mimics an unhealthy Western lifestyle. SSD-fed mice rapidly gained body weight (Fig. 2a) and accumulated visceral adipose tissue mass (Fig. S2a), which is one of the hallmarks of metabolic syndrome. Compared to normal chow diet (NCD)-fed controls, SSD-fed animals displayed hepatomegaly and showed an increased liver to body weight ratio (Fig. 2b), a key feature of liver pathology in humans (27). We also observed an increase in the liver enzymes ALT and AST in the serum, which are clinical markers of liver damage (Fig. 2c).

Histological analysis of murine liver samples from SSD-fed mice showed a gradual progression of fatty liver disease, which was highly similar to the pathology seen in humans. After four weeks of feeding, we observed glycogen-induced distension of hepatocytes, followed by moderate micro- and macro-vesicular steatosis after eight weeks (Fig. S2b). As in human disease, pathology started in the periportal zone (zone I) and radiated outwards. At twelve weeks of SSD feeding, livers showed widespread steatosis with inflammatory foci, cyst formation, and hepatocyte degeneration, indicating a transition from MAFL to NASH (Fig. S2b). After 16 weeks, we could see advanced steatosis and considerable fibrosis in SSD-fed animals compared to NCD-fed controls, corresponding with NASH stage G3/F2 in humans (Fig. 1a and 2d). Additionally, a-smooth muscle actin (α-SMA) was strongly increased in SSD-fed mice, indicative of activated hepatic stellate cells (HSCs) and extracellular matrix deposition (Fig. 2d). Finally, in accordance with our histological findings, SSD feeding caused a progressive increase of immune cells in the liver. Surprisingly, this increase was already apparent two weeks after the initiation of feeding, suggesting that changes in the immunological micro-environment occur very early during development of NASH (Fig. 2e and Fig. S2c).

To elucidate the molecular changes underlying SSD-induced liver pathology early in the disease before apparent inflammation, RNA sequencing analysis was performed on total liver lysates of mice fed for three weeks with SSD. 

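Whole-liver RNA was sequenced from 4 WT mice fed a normal chow diet (NCD) and 5 WT mice fed SSD, with 1 library per mouse. The paper's methods name a total RNA library kit, whereas the sample labels name an mRNA kit. The authors aligned the single reads to the mouse genome build GRCm39 with STAR and counted them per gene with FeatureCounts on the GENCODE annotation. They deposited normalized counts per gene, in which the counts of each sample are divided by 1 factor. All values of a sample were whole multiples of 1 step, so the reads behind them could be recovered. Between 19892025 and 24831536 reads per mouse fell on genes in the NCD group (median 23411484), and between 22458502 and 28936707 in the SSD group (median 24753561). The normalized counts of a mouse summed to a median of 25995266 on NCD and 20913201 on SSD, so the authors' factors did not bring the samples to equal totals. Counts of replicate mice differed by more than sampling noise, with a chi-square of 14.2 to 100.8 per gene over the 25 pairs of replicates in the 4 groups of the study, so no library was taken for a second deposit of another, and each is a mouse of its own by its label. For the comparison of diets, log2(normalized count + 1) was tested with limma's trend method over the 13091 genes with a mean normalized count of at least 10 across the 9 mice. P-values were adjusted by the Benjamini-Hochberg method. A gene was called differentially expressed when its adjusted p was under 0.05 and its fold change was more than 2. Fold changes on this scale understate the change of genes with few reads, and a mouse with 3 reads or fewer was taken to be at the floor. Single genes were also tested with an exact two-sided permutation test of the mean log2 values, for which 4 mice against 5 allow no p below 0.0159.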

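In limma's test with Benjamini-Hochberg adjustment, 1179 genes were called between SSD-fed and NCD-fed WT mice. Expression was higher on SSD for 800 of these genes and lower for 379. Without a fold limit, 4568 genes had an adjusted p under 0.05. The mice of the 2 diets did not overlap in 1013 of the 1179 genes, and in 29% of all genes tested, where chance gives 1.6%. Of the settings that kept both thresholds, scaling every sample to the same total moved the count most. It gave 1670 higher and 251 lower genes, and the median log2 fold change of all genes tested moved from -0.002 to 0.342. Quantile normalization gave 537 higher and 456 lower genes. The 3 largest rises without overlap were in Fgf21, Cyp4a14 and Cyp2a4. Fgf21, a fibroblast growth factor gene on chromosome 7 of GRCm39 (45263310 to 45264914), rose from 9.07 ± 5.05 normalized counts (SD, n = 4) to 1589 ± 539.6 (SD, n = 5). Its log2 fold change was 7.38 (standard error 0.35, adjusted p = 5.55e-08). The cytochrome P450 gene Cyp4a14 (chromosome 4, 115343397 to 115353339) rose from 170.5 ± 110.1 to 12627 ± 5596 normalized counts, with a log2 fold change of 6.23 (standard error 0.45, adjusted p = 1.76e-06). Cyp2a4 (chromosome 7, 26006594 to 26014513), at the floor in 3 of the 4 NCD-fed mice, reached 299.6 ± 152 normalized counts on SSD, with a log2 fold change of 6.22 (standard error 0.44, adjusted p = 1.46e-06). Both P450 genes belong to families whose members share sequence, so reads can be split between them. The 3 largest falls were in Chrna4, Moxd1 and Sqle. Chrna4 (chromosome 2, 180660173 to 180685339) went from 791 ± 598 normalized counts to 1.9 ± 1.59, with 3 of the 5 SSD-fed mice at the floor. Moxd1 (chromosome 10, 24099415 to 24178688) went from 676 ± 849.6 to 0.872 ± 1.09, with 4 of 5 at the floor. Their log2 fold changes were -7.95 (standard error 0.58, adjusted p = 1.89e-06) and -7.74 (standard error 0.74, adjusted p = 1.68e-05). Sqle encodes squalene epoxidase of the cholesterol pathway and overlaps Washc5 on chromosome 15 (59186926 to 59203041). It went from 2590.4 ± 469 to 22.5 ± 7.58 normalized counts, a log2 fold change of -6.83 (standard error 0.23, adjusted p = 2.16e-09).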

1386 transcripts were more than two-fold differentially expressed between the groups, of which 969 were upregulated and 417 were downregulated in SSD-fed animals compared to NCD-fed controls (Fig. 2f). Amongst the pathways that were most affected by SSD feeding, several were associated with metabolism and inflammation, further confirming the validity of SSD feeding as a model for NASH (Fig. S2d,e). 

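The over-representation analysis of the paper's methods was not repeated, and 30 gene lists written in advance were tested in its place. They were tested with limma's camera method at an inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over the lists. In the comparison of SSD-fed with NCD-fed WT mice, 10 of the 30 lists had an adjusted p under 0.05. Estimating the inter-gene correlation from the data moved this result most, to 0 lists, with 2 at an unadjusted p under 0.05. As many lists as in the comparison of diets were found in 39 of 100 splits of the 9 mice into groups of 5 and 4, the real split included. Among the metabolic lists, all 25 genes of cholesterol biosynthesis were lower on SSD, with a median log2 fold change of -2.59 (camera adjusted p = 2.99e-27). Of these genes, 24 had an adjusted p under 0.05, whether adjusted over all genes tested or over the list alone. The mean log2 value of the list was 11.39 ± 0.18 (SD, n = 4) on NCD and 8.59 ± 0.19 (SD, n = 5) on SSD, without overlap (exact two-sided permutation test, p = 0.0159). Fatty acid synthesis had a median log2 fold change of -0.43, with 4 of 19 genes higher (camera adjusted p = 0.0022). Among the lists tied to inflammation, all 16 genes of monocytes and macrophages were higher on SSD, by a median log2 fold change of 1.16 (camera adjusted p = 3.54e-05). Genes of IL-6 regulation were higher for 42 of 49, with a median of 0.48 (camera adjusted p = 0.000661). Chemokine receptor genes were higher for 10 of 11, with a median of 0.90 (camera adjusted p = 0.0346, and 0.441 with every sample scaled to the same total). The chemokine list had a median log2 fold change of 0.44, with 13 of 22 genes higher, and was not past the threshold (camera adjusted p = 0.466). Neither was the list of inflammatory cytokines, with a median of 0.20 and 6 of 8 genes higher (camera adjusted p = 0.634). Scaling to the same total left 6 of the 30 lists past the threshold. It turned the direction of camera's test to lower for both of these lists (adjusted p = 0.488 and 0.79). Their medians under that scaling, 0.77 for chemokines and 0.53 for inflammatory cytokines, were still above the median of 0.342 for all genes. The list of fibrosis genes had a median of 0.91, with 39 of 41 genes higher (camera adjusted p = 5.89e-06), and the cell cycle list a median of 1.27, with 33 of 36 higher (camera adjusted p = 1.48e-07). Of the fibrosis genes, 21 had an adjusted p under 0.05 over all genes tested and 29 over the list alone. In gene sets chosen after the data were seen, the Gene Ontology set of the inflammatory response had a median log2 fold change of 0.31, with 155 of 226 genes higher (camera adjusted p = 0.00921). The paper adds the pathways of metabolism and inflammation among those most affected by the diet to its other evidence that SSD feeding is a valid model of NASH.

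**Figure D1:**
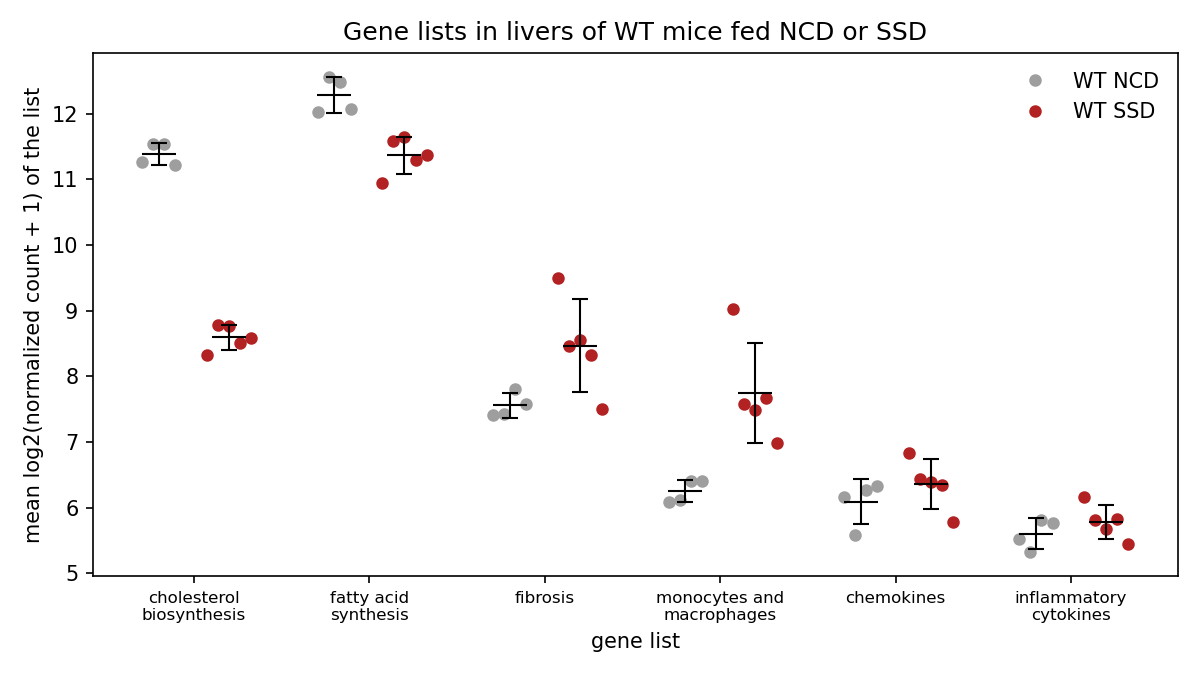
Mean log2(normalized count + 1) over the genes of 6 lists in each WT mouse, by diet (NCD, n = 4, and SSD, n = 5), with points for mice and bars for the mean ± SD. The cholesterol biosynthesis list falls from 11.39 to 8.59 without overlap between the diets, whereas the chemokine list goes from 6.09 to 6.36 with overlapping mice.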

Finally, the analysis of individual transcripts showed that many putative genes associated with liver fibrosis such as *Acta2, Col1a1, Lox* and *Hhipl1* were upregulated in animals fed with SSD (Fig. 2g). 

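Acta2 (ENSMUSG00000035783), which encodes alpha-smooth muscle actin, lies on chromosome 19 of GRCm39 from 34218490 to 34232990. Its normalized count was 82.6 ± 29.2 (SD, n = 4) on NCD and 146 ± 72 (SD, n = 5) on SSD, and 3 of the 5 SSD-fed mice exceeded all NCD-fed mice. The log2 fold change of 0.71 (standard error 0.39) was within the spread between mice (limma adjusted p = 0.174). With every sample scaled to the same total, the adjusted p of Acta2 was 0.0417, and over all settings it ranged from 0.0176 to 0.4. The collagen gene Col1a1 (ENSMUSG00000001506, chromosome 11, 94827050 to 94843868) went from 404 ± 114 to 1928 ± 1793 normalized counts. The SSD-fed mice ranged from 358 to 5027, and 4 of the 5 exceeded all NCD-fed mice. Its log2 fold change was 1.82 (standard error 0.54, limma adjusted p = 0.0223, exact permutation test, p = 0.0476). The adjusted p of Col1a1 ranged from 0.000954 to 0.0763 over the settings and was under 0.05 in 21 of 25. It was above 0.05 with robust variance estimates (0.0763), with the replicate number as a block (0.0541) and without NCD-fed WT replicate 1 (0.0733) or 2 (0.0532). Lox (ENSMUSG00000024529, chromosome 18, 52649139 to 52662939), which encodes the collagen cross-linking enzyme lysyl oxidase, had 12.2 ± 2.01 normalized counts on NCD and 43.6 ± 50 on SSD. Among the SSD-fed mice, 1 lay below all NCD-fed mice, at 4.9, and the highest was at 131. The log2 fold change of 1.09 (standard error 0.66) was not larger than the spread between mice (limma adjusted p = 0.218, exact permutation test, p = 0.206). With DESeq2 on the recovered reads the adjusted p of Lox was 0.0191, in a range of 0.0187 to 0.427 over the settings. Hhipl1 (ENSMUSG00000021260, chromosome 12, 108272529 to 108297128) rose from 8.38 ± 1.58 to 18.8 ± 2.84 normalized counts, and all 5 SSD-fed mice exceeded all NCD-fed mice. Its log2 fold change was 1.08 (standard error 0.28, limma adjusted p = 0.0124, exact permutation test, p = 0.0159, the smallest possible). Quantile normalization raised the adjusted p of Hhipl1 to 0.076, in a range of 0.000809 to 0.08. Of the other genes in Fig. 2g, Tgfb1 (chromosome 7, 25386427 to 25404502) rose from 110.4 ± 13.2 to 215 ± 69 normalized counts, with a log2 fold change of 0.91 (standard error 0.20, limma adjusted p = 0.00418). Tgfb3, which overlaps Ttll5 on chromosome 12, had 25.1 ± 7.42 normalized counts on NCD and a log2 fold change of 0.79 (standard error 0.33, limma adjusted p = 0.0814). Over all genes tested, 3 of these 6 genes had an adjusted p under 0.05, and 3 did when adjusted over the 6 alone, which shows no stability since the paper named them from these data.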

Hepatic fibrosis was still observed in SSD-fed animals in which abdominal fat was surgically removed (Fig. S2f) indicating that the liver is the primary source of stress signals inducing NASH.

We considered that liver inflammation following SSD feeding is induced by hepatocyte death caused by accumulation of toxic lipid species. Therefore, we analyzed the lipid profile of livers of animals fed for three weeks with an SSD or NCD by mass spectrometry. We observed a significant increase of several lipid species previously associated with lipotoxicity, including ceramides and diacylglycerols (Fig. 2h and Table S1). However, levels of extracellular HMGB1, a marker associated with necrotic cell death, were not increased early after initiation of SSD feeding (Fig. S2g). In addition, granulomas, which mark sites of necrotic cell death, were not observed after four weeks of SSD feeding (Fig. S2h). Only after at least 8 to 16 weeks of SSD feeding, we could detect signs of inflammatory cell death (Fig. S2g,h). Thus, lipotoxicity does not appear to be a major cause of liver inflammation at early stages of MAFLD in the SSD model.

We next hypothesized that metabolic stress initiates liver inflammation through the activation of NKG2D. We measured NKG2D ligands on metabolically stressed hepatocytes. The lipid content of hepatocytes was visualized using BODIPY staining, and steatotic cells could be identified as BODIPY^High^ by flow cytometry (Fig. 2i). After 2 weeks of SSD feeding, steatotic cells showed significantly more expression of NKG2D ligands than hepatocytes isolated from NCD-fed controls by NKG2D-Fc staining (Fig. 2j). To determine which factor from the SSD diet drives NKG2D ligand expression, we generated cultures of primary mouse hepatocytes and loaded them for 48h with fructose, cholesterol, or oleic acid. Whereas oleic acid was most strikingly associated with lipid accumulation in hepatocytes, cholesterol was most effective at inducing NKG2D ligand expression, particularly of H60 (Fig. 2k and Fig. S2i,j).

Levels of cholesterol were highly increased in both the liver and plasma of SSD-fed mice (Fig. 2l). To demonstrate its importance for the development of hepatitis in vivo, we subjected mice to an SSD diet in which cholesterol was omitted. Indeed, this diet did not lead to inflammation *in vivo* (Fig. S2k). In addition, feeding of mice with a diet containing high levels of fat (HFD), an established model for obesity-induced visceral adipose tissue (VAT) inflammation and insulin resistance, resulted in obesity, hyperinsulinemia and glucose intolerance (28), but we detected only mild steatosis and no signs of liver fibrosis (Fig. S2l,m). Conversely, animals fed with a diet rich in cholesterol (HCD) did show immune cell accumulation in the liver (Fig. S2n). However, HCD-feeding did not cause steatosis or fibrosis (Fig. S2l,m), confirming previous observations (29) that the pathophysiology of NASH requires the cumulative impact of several metabolites.

In summary, SSD feeding is a valid model for human NASH and causes NKG2D ligand induction in hepatocytes following cholesterol accumulation.

### NKG2D engagement is essential for the development of liver fibrosis in the context of NASH

To determine whether NKG2D signaling is essential for the induction of fibrosis in our model for NASH, we fed NKG2D-deficient (*Klrk1*^-/-^) mice (30) with an SSD diet and analyzed the level of collagen deposition after 16 weeks. We found a striking reduction in the level of fibrosis in livers of *Klrk1*^-/-^ mice compared to wild type C57BL/6J (WT) controls, whereas steatosis was not greatly affected (Fig. 3a). Immunohistological staining of aSMA also showed a strong reduction of its expression in *Klrk1*^-/-^ mice (Fig. 3b). In most immune cells, NKG2D uses the DAP10 adaptor molecule to mediate intracellular signaling (20). To confirm the importance of NKG2D signaling in NASH progression, we placed DAP10 deficient (*Hest*^-/-^) mice on an SSD. After 16 weeks, we compared the liver pathology in DAP10-deficient mice with that of SSD co-fed WT animals. The level of fibrosis and the aSMA-expression in livers of *Hcst*^*-/-*^ mice were both significantly reduced in comparison to WT mice. In contrast, levels of steatosis were not different between the SSD-fed groups of mice (Fig. 3c and Fig. S3a).

NASH strongly increases the overall risk of developing cirrhosis and hepatocellular carcinoma (HCC) (4). Previously, NKG2D-mediated inflammation was shown to promote development of HCC (31). We therefore investigated the impact of NKG2D-deficiency on long-term SSD feeding. WT and *Klrk1*^*-/-*^ mice were placed on SSD for one year before analysis of hepatic pathology. Liver damage was significantly reduced in *Klrk1*^*-/-*^ mice, as shown by much lower levels of ALT in circulation (Fig. 3d). Histochemical analysis revealed that virtually all parameters associated with NASH, including NASH score, fibrosis, αSMA induction, and leukocyte infiltrations were reduced in *Klrk1*^*-/-*^ mice compared to WT controls (Fig. 3e,f). Proliferation of cells, as determined by Ki67 staining, was predominantly observed within CD45^+^ immune cells and was significantly reduced in the livers of NKG2D-deficient animals (Fig. 3g,h), which is in line with reduced immune cell activation in this tissue. Finally, the incidence of tumors, which was approximately 25% in livers of one-year SSD fed WT animals, was more than two-fold reduced in the livers of *Klrk1*^*-/-*^ mice, as was the average tumor size at the time point of analysis (Fig. 3i and Fig. S3b, c).

Taken together, we conclude that NKG2D plays an important role in the development of NASH and long-term liver disease in the context of MAFLD.

### Liver fibrosis in the context of NASH is mediated by innate-like T cells

NKG2D is expressed on various lymphocytes subsets. We therefore determined which immune cells in the liver express NKG2D and whether expression changes in response to SSD feeding. CD11b^+^ myeloid cells did not express NKG2D and expression was also very low on adaptive immune cells. In contrast, MAIT, CD3^+^CD4^-^CD8^-^ double negative (DN) T cells, NKT, γδ T cells and NK cells expressed high levels of NKG2D and for the latter four its expression was further increased in response to a NASH-inducing diet (Fig. 4a and Fig. S4a). Further analysis revealed that all NKG2D-expressing cells also increased in absolute numbers upon two weeks of SSD feeding, relative to NCD-fed controls (Fig. S4b).

To identify which of these cell populations contributes to the development of NKG2D-mediated NASH, we made use of several genetically modified mouse lines. First, we generated NK cell specific NKG2D-deficient mice by crossing *Ncr1*^*Cre*^ mice with *Klrk1*^fl/fl^ animals (32) and placed them on an SSD for 16 weeks. Histological analysis of liver slides showed that *Ncr1*^*cre*^*Klrk1*^fl/fl^ and *Klrk1*^fl/fl^ littermates had similar levels of liver fibrosis (Fig. S4c). Furthermore, NK cell depletion did not impair fibrosis development in SSD-fed mice, excluding a role for these cells in the development of NASH in this model (Fig. 4b).

Apart from NK cells, NKG2D was highly expressed on the TCRα^+^ subsets MAIT cells, NKT cells and CD4^-^CD8^-^ double-negative (DN) T cells in the liver. We therefore investigated the importance of these cells in the development of liver fibrosis. Mice with genetic deficiency for the α-chain of the TCR were placed on SSD, and collagen deposits were quantified after 16 weeks. We observed that fibrosis was significantly reduced in these animals, though not to the levels of NCD-fed animals (Fig. 4c). Steatosis was not affected in these mice, suggesting an impact on inflammation but not on hepatic metabolism (Fig. S4d). To determine which NKG2D^+^TCRα^+^ T cell subset mediates SSD-induced liver fibrosis, we first investigated the role of MAIT cells. We made use of MAIT^CAST^ mice, which contain approximately 10-fold more MAIT cells than WT controls. MAIT cells recognize antigen presented in the context of the non-classical MHC molecule MR1. Animals deficient for this molecule therefore do not have MAIT cells (33). WT, *Mr1*^*+/+*^ B6-MAIT^CAST^ and *Mr1*^*-/-*^ B6-MAIT^CAST^ animals were placed on an SSD and liver fibrosis was determined after 16 weeks. Neither the absence nor the increased presence of MAIT cells resulted in a change in the level of liver fibrosis (Fig. 4d). We therefore conclude that MAIT cells do not contribute to the development of fibrosis in the SSD model.

The vast majority of NKT cells in liver are CD1d-restricted (34). To investigate the role of NKT cells in NASH, *Cd1d*^*-/-*^ mice were placed on an SSD for 16 weeks and liver fibrosis was analyzed. We did not observe a significant reduction in the amount of fibrosis in these animals compared to WT controls (Fig. 4e). Thus, CD1d-restricted NKT cells do not play a role in the development of SSD-induced NASH. Finally, we wanted to investigate the role of DN T cells in the development of SSD-induced NASH. Unfortunately, the lack of cell-specific markers does not allow targeting of only this immune cell subset. However, all TCRα^+^ cells go through a CD4^+^ phase during thymic development. Since we excluded a role for MAIT and CD1d-restricted NKT cells in development of SSD-induced NASH, we therefore made use of Cd4^cre^*Klrk1*^fl/fl^mice. Cd4^cre^*Klrk1*^fl/fl^ mice and *Klrk1*^fl/fl^ littermates were placed on SSD and liver fibrosis was quantified after 16 weeks. We observed a significant reduction of fibrosis in the livers of *Cd4*^cre^*Klrk1*^fl/fl^ animals compared to *Klrk1*^fl/fl^ littermates, which was comparable to that observed in TCRα^-/-^ mice (Fig. 4c,f). Steatosis was not affected in these animals (Fig. S4e). Thus, our findings indicate that DN T cells are important for NKG2D-dependent liver fibrosis in the context of NASH.

Neither CD4^cre^*Klrk1*^fl/fl^ nor TCRα^-/-^ mice showed a complete abrogation of liver fibrosis following SSD feeding. We therefore hypothesized that γδ T cells also contribute to NKG2D-mediated liver fibrosis in our NASH model. Unfortunately, no model is available to specifically target genes in γδ T cells as the existent *Tcrd*^CreERt2^ model has very poor efficiency in the liver (35). Therefore, to determine the importance of γδ T cells in SSD-induced liver pathology, we made use of TCRδ^-/-^ mice, which lack all γδ T cells. After 16 weeks of SSD feeding, TCRδ^-/-^ animals showed a significant reduction in liver fibrosis compared to WT controls, whereas steatosis was not affected (Fig. 4g and Fig. S4f). In addition, α-SMA expression was significantly lower in the livers of SSD-fed TCRδ^-/-^ mice (Fig. 4h).

In summary, NKG2D-mediated liver fibrosis in context of MAFLD is mediated by the concerted action of DN αβ T cells and γδ T cells.

### NKG2D mediates liver fibrosis through IL-17A induction

NKG2D can mediate both cytotoxicity and cytokine production of NK cells and innate-like T cells (ILTs) (20, 36). We therefore investigated which signaling pathways are most affected by NKG2D deficiency early after initiation of metabolic stress induced by SSD feeding. RNA sequencing of total liver lysates revealed 496 transcripts that were differentially expressed at least 2-fold between WT and *Klrk1*^*-/-*^ mice after 3 weeks of SSD feeding. 

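Klrk1-/- mice lack NKG2D, which Klrk1 encodes. RNA from whole liver was sequenced from 3 Klrk1-/- mice fed SSD and 4 fed NCD, beside the 5 SSD-fed and 4 NCD-fed WT mice, and all 16 libraries are columns of the same deposited table. The Klrk1-/- libraries held 23309382 to 28225003 reads on SSD (median 25505356) and 20842235 to 22428933 on NCD (median 22306037). Klrk1 (ENSMUSG00000030149), on the minus strand of chromosome 6 of GRCm39 from 129587286 to 129600827, was examined first as a check of the labels. WT mice had 32.9 to 71.1 normalized counts of Klrk1 on SSD and 20.1 to 28.7 on NCD. The SSD-fed Klrk1-/- mice had 0.966, 1.61 and 4.29, and the NCD-fed Klrk1-/- mice 2.3, 4.98, 8.71 and 1.23. Every Klrk1-/- mouse was thus below every WT mouse, on either diet. The log2 fold change of Klrk1 was -3.90 on SSD (standard error 0.41, limma adjusted p = 0.00165, exact two-sided permutation test, p = 0.0357). On NCD it was -2.40 (standard error 0.46, limma adjusted p = 0.00724, exact permutation test, p = 0.0286). These are the smallest p-values that 3 mice against 5 and 4 against 4 allow. SSD-fed and NCD-fed Klrk1-/- mice, 3 against 4, allow none below 0.0571. In a principal component analysis of the 13068 genes with a mean normalized count of at least 10 over the 16 mice, the first component held 48.6% of the variance and parted the diets. NCD-fed mice lay between -40.7 and -32 on it and SSD-fed mice between 21.3 and 66. The second component, with 14.7%, put NCD-fed WT mice at 17.4 to 22.2 and NCD-fed Klrk1-/- mice at -25 to -6.5. For the comparison of genotypes on SSD, 13116 genes passed the minimum mean over the 8 mice, and for NCD 12845. Whether the effect of the diet differed between genotypes was tested as an interaction in a model of all 16 mice.

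**Figure D2:**
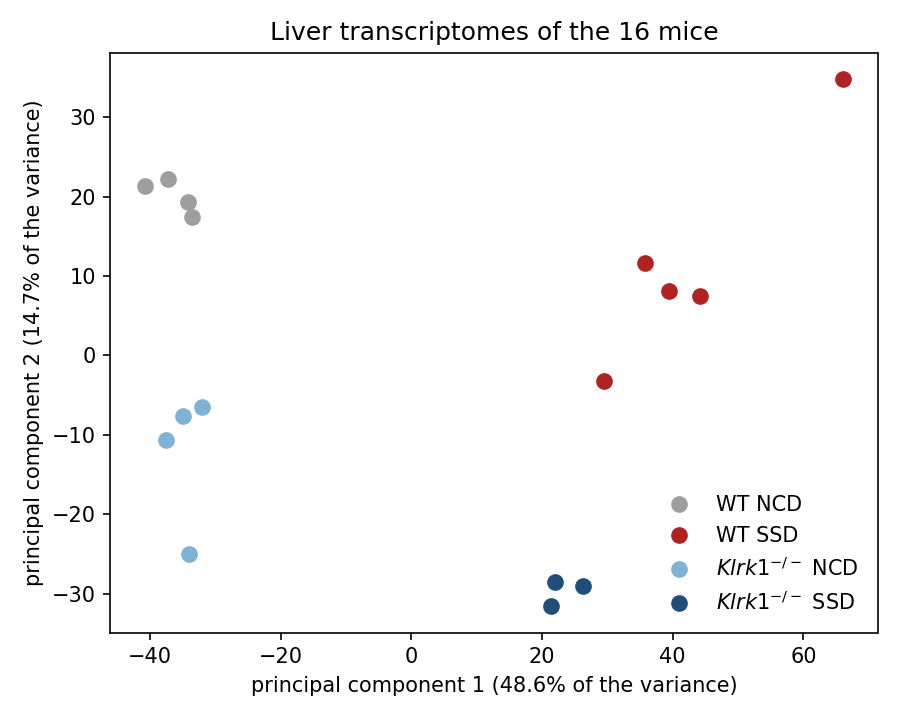
Positions of the 16 mice on the first and second principal components of log2(normalized count + 1), in the units of the component scores, with the share of variance on each axis and each mouse a point marked by genotype and diet. SSD-fed mice lie at 21.3 or higher on the first component and NCD-fed mice at -32 or lower, and replicate 1 of the SSD-fed WT mice lies farthest out, at 66.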

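Between SSD-fed Klrk1-/- and WT mice, 151 of the 13116 genes tested were called in limma's test with Benjamini-Hochberg adjustment, 24 higher and 127 lower in Klrk1-/- mice. Without a fold limit 381 genes had an adjusted p under 0.05, and 442 changed more than 2-fold at an unadjusted p under 0.05. With the replicate number as a block, over the mice whose number occurs in both groups, 332 genes were called, 42 higher and 290 lower. This left out SSD-fed WT replicates 4 and 5, and the same number in both groups belongs to different mice. Same-numbered mice of the 2 genotypes deviated from their group means with a mean correlation of 0.12 across genes. Leaving out each mouse in turn gave from 35 to 251 genes. With every sample scaled to the same total, the median log2 fold change of all genes moved from -0.001 to -0.115. The genotypes did not overlap in any of the 151 genes, nor in 17.9% of all genes tested, where chance gives 3.6%. The largest rises were in Gm20075, Gm9008 and Gdpd3. Gm20075, a predicted gene within Sv2c on chromosome 13 (96215724 to 96217884), rose from 1.19 ± 1.4 normalized counts (SD, n = 5) to 68.7 ± 13.5 (SD, n = 3), with a log2 fold change of 5.20 (standard error 0.57, adjusted p = 0.0021). For Gm9008 (chromosome 6, 76472415 to 76474767) the log2 fold change was 4.55 (standard error 0.61, adjusted p = 0.0075). Gdpd3 (chromosome 7, 126365506 to 126374821) rose from 23.9 ± 5.22 to 333 ± 139.8 normalized counts, with a log2 fold change of 3.69 (standard error 0.26, adjusted p = 0.000145). The largest falls were in Sprr1a, Tnfrsf23 and Areg. Sprr1a (chromosome 3, 92391259 to 92393202) went from 58.6 ± 32.8 to 1.56 ± 2.04 normalized counts, with a log2 fold change of -4.68 (standard error 0.57, adjusted p = 0.00479). No read of Tnfrsf23 (chromosome 7, 143219546 to 143239609) was counted in the 3 Klrk1-/- mice, against 22.8 ± 8.61 normalized counts in WT mice, which makes it at least 8.68-fold lower (adjusted p = 0.000921). On NCD it was at 1.44 ± 2.87 normalized counts in Klrk1-/- mice, 3 of 4 at the floor, and at 11.7 ± 0.488 in WT mice. Its low level in Klrk1-/- mice was thus not limited to SSD. Areg (chromosome 5, 91287458 to 91296291), which encodes the growth factor amphiregulin, was at the floor in all 3 Klrk1-/- mice and at 33.5 ± 15 normalized counts in WT mice, at least 12.8-fold lower (adjusted p = 0.000735).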

Of these, 39 showed higher and 457 showed lower expression in NKG2D-deficient animals (Fig. 5a). 

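A list of 28 IL-17 target genes, of which 10 passed the minimum mean, was lower in SSD-fed Klrk1-/- than in SSD-fed WT mice, with a median log2 fold change of -1.40 and 2 of 10 genes higher (camera adjusted p = 0.000172 over 30 lists). Of these 10 genes, 2 had an adjusted p under 0.05 over all genes tested and 7 over the list alone. The list overlaps the 7 IL-17 targets shown by the paper, with the same lowest log2 fold change of -2.76, that of Lcn2. It is thus not independent of genes the paper chose for being low in the same mice. Over the 9 of its genes that pass the minimum mean across all 16 mice, the mean log2 value was 5.85 ± 0.78 (SD, n = 5) in WT mice and 4.48 ± 0.13 (SD, n = 3) in Klrk1-/- mice, without overlap (exact two-sided permutation test, p = 0.0357). The list of chemokines had a median log2 fold change of -0.50, with 7 of 22 genes higher (camera adjusted p = 0.0319). Its lowest log2 fold change, -2.27, was that of Cxcl2, so this list too is not independent of genes the paper chose. Among its genes, 1 had an adjusted p under 0.05 over all genes tested, 5 over the list alone and 9 an unadjusted p under 0.05. Its mean log2 value overlapped between genotypes, at 6.36 ± 0.38 in WT and 5.85 ± 0.03 in Klrk1-/- mice (exact permutation test, p = 0.143). The chemokine list was above the threshold with every sample scaled to the same total (adjusted p = 0.284) and with quantile normalization (adjusted p = 0.0626), in a range of 0.00075 to 0.541 over the settings. Chemokine receptor genes were lower for 11 of 12, with a median of -0.60 (camera adjusted p = 0.00236). With the replicate number as a block, the medians were -2.03 for IL-17 targets (adjusted p = 6.61e-06), -0.70 for chemokines (adjusted p = 0.0028) and -0.83 for chemokine receptors (adjusted p = 0.000444). The block leaves out SSD-fed WT replicates 4 and 5, whose mean log2 values of IL-17 targets, 5.43 and 5.07, were the lowest of that group. The larger medians reflect the mice left out, since same-numbered mice are not paired, and are no sign of robustness. In all, 16 of the 30 lists had an adjusted p under 0.05, and 19 with the block. As many as 16 lists were found in 8 of the 56 splits of the 8 mice into groups of 5 and 3, the real split included. With the inter-gene correlation estimated from the data, 0 lists passed, and 1 had an unadjusted p under 0.05. Lists of other kinds were also lower, among them the cell cycle, with a median of -1.58 (camera adjusted p = 3.17e-15), fibrosis genes, with -0.60 (adjusted p = 1.08e-05), and the interferon response, with -0.51 (adjusted p = 0.000172). Of the 41 fibrosis genes tested, 0 had an adjusted p under 0.05, over all genes or over the list alone. The mean log2 value of that list overlapped between genotypes (exact permutation test, p = 0.143).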

When we performed a KEGG-pathway analysis on differentially expressed genes, we observed that the IL-17A receptor and the chemokine signaling pathways were amongst the most negatively affected in *Klrk1*^*-/-*^ animals (Fig. 5b). Indeed, analysis of individual genes reveled that several transcriptional targets of the IL-17A receptor signaling pathway, including chemokines such as *Cxcl1, Cxcl2* and *Ccl2*, were strongly reduced in SSD-fed NKG2D-deficient animals compared to WT controls (Fig. 5c). 

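Cxcl1 (ENSMUSG00000029380), on chromosome 5 of GRCm39 from 91039100 to 91040974, had 236 ± 145 normalized counts (SD, n = 5) in SSD-fed WT mice and 69.7 ± 14 (SD, n = 3) in SSD-fed Klrk1-/- mice. Its log2 fold change was -1.56 (standard error 0.41), which did not pass the adjustment over all genes (limma adjusted p = 0.0699). Cxcl2 (ENSMUSG00000058427, chromosome 5, 91051730 to 91053797) had 18.2 ± 12.5 and 2.55 ± 1.27 normalized counts, with 2 of the 3 Klrk1-/- mice at the floor. The log2 fold change of Cxcl2 was -2.27 (standard error 0.53, limma adjusted p = 0.0522). Ccl2 (ENSMUSG00000035385, chromosome 11, 81926397 to 81928279) had 82.5 ± 62.7 and 19.5 ± 8.72 normalized counts, and its log2 fold change was -1.88 (standard error 0.50, limma adjusted p = 0.0745). With DESeq2 on the recovered reads the adjusted p was 0.000864 for Cxcl1, 0.00541 for Cxcl2 and 0.00319 for Ccl2. Over all settings it ranged from 0.000864 to 0.233, from 0.00469 to 0.188 and from 0.00238 to 0.207, respectively. Fig. 5c also shows Cxcl10, Lcn2 and Mmp13. Cxcl10 (ENSMUSG00000034855, chromosome 5, 92494497 to 92496748), which overlaps Art3, went from 183 ± 53.5 to 75.1 ± 16.8 normalized counts, a log2 fold change of -1.25 (standard error 0.24, limma adjusted p = 0.0293). Lcn2 (ENSMUSG00000026822, chromosome 2, 32274645 to 32278264) went from 1163 ± 1401 to 113 ± 17, a log2 fold change of -2.76 (standard error 0.61, limma adjusted p = 0.043). Its WT values include 1 mouse at 3650.2 and 4 between 366 and 823. Mmp13 (ENSMUSG00000050578, chromosome 9, 7272514 to 7283331) went from 27.2 ± 20.4 to 3.75 ± 3.44, with 2 of the 3 Klrk1-/- mice at the floor and a log2 fold change of -2.53 (standard error 0.61, limma adjusted p = 0.0573). For Cxcl10 and Lcn2 the adjusted p rose above 0.05 without the variance trend, to 0.0614 and 0.0911, in ranges of 0.000108 to 0.14 and 0.000638 to 0.157. Of 24 settings, Cxcl10 was under 0.05 in 17 and Lcn2 in 14. For each of these 6 genes all 3 Klrk1-/- mice were below all 5 WT mice (exact two-sided permutation test, p = 0.0357, the smallest possible). The paper presents these genes as transcriptional targets of IL-17A receptor signaling, a pathway that its KEGG analysis places among the most negatively affected in Klrk1-/- animals.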

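Between NCD-fed Klrk1-/- and WT mice, 219 of the 12845 genes tested were called by limma with Benjamini-Hochberg adjustment, 109 higher and 110 lower in Klrk1-/- mice. The 2 genotypes did not overlap in 190 of them, nor in 19.3% of all genes tested, where chance gives 2.9%. The largest rises without overlap were in Gm9008, with a log2 fold change of 5.26 (adjusted p = 0.000221), Dab1 (chromosome 4, 103476556 to 104602041), with 3.87 (adjusted p = 8.54e-05), and Gm20075, with 3.55 (adjusted p = 0.00625). The largest falls were in Moxd1, with -4.74 (adjusted p = 0.0077), Slc25a25, with -3.32 (adjusted p = 5.28e-05), and Paox, with -3.24 (adjusted p = 2.82e-09). Slc25a25 (chromosome 2, 32304499 to 32341457) overlaps Naif1, and Paox (chromosome 7, 139695712 to 139717137) overlaps Echs1. Of the 30 gene lists, 1 had an adjusted p under 0.05 and 6 an unadjusted p under 0.05. The list past the threshold was that of acute phase genes, with a median log2 fold change of -0.40 and 1 of 17 genes higher (camera adjusted p = 0.00211). Its adjusted p was 0.0805 with quantile normalization, in a range of 4.22e-06 to 0.888. The chemokine list had a median of -0.07, with 10 of 21 genes higher (camera adjusted p = 0.805), and 4 of its genes had an adjusted p under 0.05 over the list alone and 2 over all genes. The inflammatory cytokine list had a median of 0.01, with 5 of 8 genes higher (camera adjusted p = 0.661), and 3 of its genes passed over the list alone and 1 over all genes. All 8 IL-17 targets tested were lower, with a median of -0.58, but the list did not pass the adjustment (camera adjusted p = 0.207, unadjusted p = 0.0345). Against random lists of the same size matched on expression its adjusted p was 0.005, in a range of 0.000702 to 0.919 over the settings. The normalized count of Cxcl1 was 999 ± 846 (SD, n = 4) in WT and 208 ± 35.2 (SD, n = 4) in Klrk1-/- mice on NCD. The WT mice were at 1556, 65.4, 517 and 1856, and the log2 fold change of -1.44 (standard error 0.76) was within their spread (limma adjusted p = 0.217, exact two-sided permutation test, p = 0.286). The adjusted p of Cxcl1 was 0.0377 with edgeR and 0.0454 with DESeq2 on the recovered reads, and 0.00316 without WT replicate 2, in a range of 0.00316 to 0.463. Cxcl2 had 12.9 ± 4.2 and 8.49 ± 1.58 normalized counts (exact permutation test, p = 0.114) and Ccl2 28.9 ± 13.7 and 17.3 ± 2.66 (exact permutation test, p = 0.257). Lcn2 had 173 ± 123 and 93.5 ± 18.9 (exact permutation test, p = 0.4), with an adjusted p of 0.048 with array weights, in a range of 0.048 to 0.762. Whether the effect of NKG2D deficiency differed between the diets was tested as the diet by genotype interaction, which called 70 of 13068 genes, 13 with a positive and 57 with a negative coefficient. The interaction was -0.11 for Cxcl1 (standard error 1.03, limma adjusted p = 0.967), -1.76 for Cxcl2 (standard error 0.62, adjusted p = 0.174), -1.31 for Ccl2 (standard error 0.66, adjusted p = 0.315) and -2.18 for Lcn2 (standard error 0.83, adjusted p = 0.196), none past the threshold. For Cxcl1 its sign changed with edgeR, to 0.51, and with DESeq2, to 0.50. The interaction of the chemokine list had a median of -0.32 (camera adjusted p = 0.0536) and that of the IL-17 targets a median of -1.07 (camera adjusted p = 0.0587). The latter passed the threshold against random lists (adjusted p = 0.00218) and with the replicate block (adjusted p = 0.007), in a range of 0.00218 to 0.537. The list of IL-17 targets shares genes with those the paper chose for being low in SSD-fed Klrk1-/- mice.

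**Figure D3:**
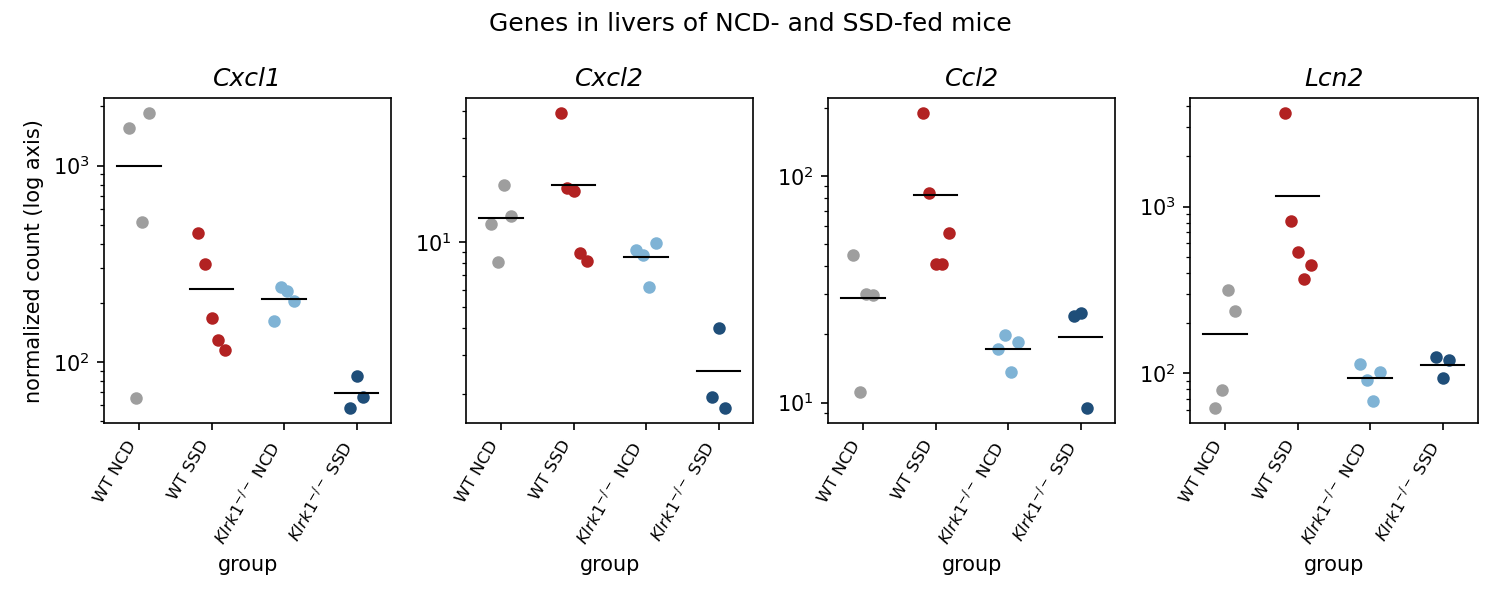
Normalized counts of Cxcl1, Cxcl2, Ccl2 and Lcn2 in each of the 16 mice, by genotype and diet, on a log axis, with points for mice and horizontal lines for group means. For Cxcl1 the NCD-fed WT mice spread from 65.4 to 1856, around the NCD-fed Klrk1-/- mice.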

Inflammatory pathways were not affected in NCD-fed *Klrk1*^*-/-*^ mice compared to WT controls (Fig. S5a,b). We therefore hypothesized that NKG2D-dependent induction of IL-17A expression mediates liver fibrosis in the context of MAFLD. To confirm this, we first determined the importance of IL-17A in the pathology of SSD-induced NASH. Analysis of cytokine expression by hepatic lymphocytes showed that IL-17A levels were rapidly and strongly increased after initiation of SSD feeding and stayed high for the duration of the experiment. In contrast, expression of IFNγ and TNF was not affected by SSD-induced metabolic stress (Fig. 5d and Fig. S5c). IL-17A levels did not increase after HFD feeding, indicating that this cytokine may be specifically involved in the induction of liver fibrosis (Fig. S5d).

IL-17A is important for several homeostatic processes, including the maintenance of gut barrier integrity and adipose tissue metabolism (37, 38). We therefore made use of *IL17ra*^*fl/fl*^ mice to abrogate IL-17A sensitivity of specific cells. First, we crossed *IL17ra*^*fl/fl*^ mice with lysozyme^Cre^ (*Lys*^*Cre*^) animals to eliminate the IL-17A receptor in macrophages (*IL17ra*^*ΔMφ*^). However, *IL17ra*^*ΔMφ*^ mice showed a similar level of fibrosis after 16 weeks of SSD feeding as *IL17ra*^*fl/fl*^ littermate controls, indicating that IL-17A does not directly target these cells (Fig. 5e). IL-17A was shown to directly activate HSCs in a mouse model of NASH (14). We therefore crossed *IL17ra*^*fl/fl*^ mice with GFAP^Cre^ animals, which eliminates the IL-17A receptor from hepatic stellate cells and cholangiocytes (39). 16 weeks of SSD feeding did not show differences in liver fibrosis between *IL17ra*^*ΔHSC*^ mice and littermate controls (Fig. 5f). Finally, we questioned whether IL-17A might directly target hepatocytes. To demonstrate this, *IL17ra*^*fl/fl*^ mice were crossed with albumin^Cre^ (*Alb*^*Cre*^) animals to generate *IL17ra*^*ΔHep*^ mice. Indeed, after 16 weeks of SSD feeding, we observed a significant reduction in the amount of fibrosis in livers of animals with hepatocyte-specific deficiency for the IL-17A receptor compared to littermate controls (Fig. 5g). The level of steatosis was comparable between groups, indicating an impact on inflammation rather than on hepatic metabolism (Fig. S5e).

In summary, metabolic stress of the liver leads to increased expression of IL-17A by leukocytes in this organ, which directly targets hepatocytes.

### NKG2D stimulation promotes IL-17A production by hepatic γδ T cells in the context of NASH

Our findings indicate that in the context of MAFLD, γδ T cells and a subset of TCRα^+^ cells are responsible for the induction of liver fibrosis in response to NKG2D stimulation. We therefore investigated which of these cells produce IL-17A early after initiation of SSD feeding. *In vitro* restimulation of hepatic leukocytes isolated from the liver two weeks after initiation of SSD feeding showed that IL-17A is produced almost exclusively by T cells (Fig. 6a). Further analysis of immune cell subsets within the IL-17A^+^ population indicated that this cytokine is predominantly secreted by CD4^+^ T_H_17, CD3^+^CD4^-^CD8^-^ T cells and γδ T cells. Of these, only IL-17A producing γδ T cells increased significantly upon SSD feeding (Fig. 6b and Fig. S6a). NKT cells were not a major source of IL-17A in our model, suggesting that γδ T, and to a lesser extent CD4^-^ CD8^-^ T cells, play a dominant role in the induction of NKG2D-mediated fibrosis following SSD feeding.

γδ T cells increased after SSD-but not HFD-feeding and showed the strongest increase in IL-17A production (Fig. 6b and Fig. S6b). We therefore decided to focus on the role of γδ T cells in NKG2D-dependent IL-17A production in the liver. Following SSD feeding, hepatic γδ T cells rapidly and potently induced IL-17A production, whereas their ability to produce IFNγ, TNF, IL-17F and IL-22 was not affected (Fig. 6c and Fig. S6c,d). In accordance with this cytokine profile, γδ T cells induced the expression of the transcription factors RORyt and Eomes, whereas there was a relative reduction in the percentage of cells expressing T-bet (Fig. 6d). Multi-dimensional analysis of γδ T cell populations by t-distributed stochastic neighbor embedding (t-SNE) revealed that animals fed with an NCD contained a relatively homogenous population with regards to CD44 and CD27 expression. In contrast, SSD feeding induced polarization of γδ T cells towards an IL-17A^+^CD27^-^CD44^Bright^ profile (Fig. S6e), a phenotype typically associated with IL-17A producing γδ T cells (γδ^17^ T cells) (40). Moreover, in SSD fed mice, IL-17A was predominantly produced by Vγ6^+^ cells and was associated with a relative decrease in the frequency of Vγ1^+^ cells within the γδ T cell pool compared to NCD-fed controls (Fig. S6f).

To confirm that γδ^17^ T cells play a general role in development of NASH pathology and not just in the SSD model, animals were fed with a methionine and choline deficient diet (MCD). This model induces liver steatosis and fibrosis after 12 weeks of feeding due to an inability of hepatocytes to form very-low-density lipoproteins, although it causes weight loss rather than weight gain in animals (41). WT and *Tcrd*^*-/-*^ mice were placed on an MCD, and immune cells and liver pathology were analyzed after 12 weeks. MCD caused an increase in γδ T cells in livers of WT animals, which was comparable to that observed after SSD feeding (Fig. S6g). γδ T cells significantly increased IL-17A production and became the dominant source of this cytokine in the liver (Fig. S6h,i). Notably, MCD-fed *Tcrd*^*-/-*^ mice had reduced pathology compared to WT controls, as they lost significantly less weight (Fig. S6j). In addition, liver fibrosis was considerably lower in *Tcrd*^*-/-*^ mice (Fig. S6k).

Previously, a lipid-rich environment was shown to promote the specific outgrowth of γδ^17^ T cells, as these cells preferentially use oxidative phosphorylation to fulfill their energetic needs (42). We therefore hypothesized that the increase of γδ T cells in steatotic livers was the result of local proliferation. We observed that γδ T cells predominantly resided in the parenchyma of the liver and not in the sinusoids, both after NCD and SSD-feeding (Fig. 6e). In vivo labeling of CD45^+^ cells in the circulation of SSD fed mice confirmed that a larger fraction of γδ T cells was tissue-resident in the liver than αβ T cells, explaining why the former population more vigorously responds to NKG2D ligands expressed on hepatocytes (Fig S6l). To exclude increased influx from the periphery as a reason for γδ T cell increase, we isolated leukocytes from the livers of animals two weeks after initiation of SSD-feeding and injected them in NCD or SSD co-fed animals. We did not observe a difference in the number of either αβ or γδ donor T cells infiltrating the spleen or liver of NCD or SSD-fed mice (Fig. S6m). We therefore analyzed proliferation of hepatic, tissue-resident γδ T cells in response to two weeks of SSD feeding and found that their expression of Ki67 was significantly increased (Fig. 6f). In addition, SSD-fed animals pulsed with BrdU showed a significant increase of its incorporation in hepatic γδ T cells (Fig. 6f). Importantly, cells expressing NKG2D and RORγT proliferated faster than γδ T cells not expressing these proteins as shown by Ki67 staining (Fig. S6n,o). These results suggest that the increase of NKG2D^+^ γδ^17^ T cells in livers of SSD-fed mice is due to preferential outgrowth of tissue-resident cells rather than ingress from the periphery.

Finally, we wanted to determine whether NKG2D stimulation of hepatic γδ T cells indeed promotes their production of IL-17A. We found that virtually all γδ T cells that produce IL-17A also express NKG2D on their surface. Moreover, the total fraction of NKG2D-expressing γδ T cells in the liver significantly increased in response to SSD-feeding (Fig. 6g). Next, we stimulated γδ T cells *in vitro* with agonistic antibodies against NKG2D, CD3ε or both simultaneously. We observed that NKG2D only promoted IL-17A production when stimulated in concert with the TCR (Fig. 6h,i). Importantly, this synergistic effect was not observed in γδ T cells derived from *Klrk1*^*-/-*^ mice, indicating that NKG2D potentiates a TCR-mediated signal to drive cytokine production (Fig. 6i). To confirm these observations *in vivo*, WT and *Klrk1*^*-/-*^ mice were placed on an NCD or SSD for two weeks, and IL-17A production was measured after *in vitro* restimulation of hepatic γδ T cells with PMA/Ionomycin. Whereas WT cells showed a strong increase in the number of γδ T cells producing IL-17A upon SSD feeding, *Klrk1*^*-/-*^ mice showed no differences in cytokine output (Fig. 6j). The absolute number of γδ T cells in the liver was not affected by NKG2D deficiency (Fig. S6p). Thus, NKG2D stimulates IL-17A production by tissue resident γδ T cells in context of MAFLD.

### NKG2D-signaling drives inflammation in the context of NASH

To gain more insight into the inflammatory processes mediated by NKG2D during development of NASH, we first analyzed the kinetics of hepatic immune cell populations in response to SSD feeding. We noticed that the NASH-inducing diet caused an increase of immune cells in three waves. Within two weeks after initiating feeding, NK cells and γδ T cells increased and remained higher during the entire 16-week period of feeding (Fig. 7a). The numbers of NKT cells remained comparable between SSD- and NCD-fed mice in the entire experiment. Approximately four weeks after the initiation of feeding, we observed a second wave of immune cells infiltrating the liver, dominated by F4/80^Bright^, pro-inflammatory macrophages, and to a lesser extent, neutrophils and eosinophils (Fig. 7a). Third, at around 8 weeks of feeding, CD8^+^ T cell numbers increased, which agrees with other murine models for NASH (5). CD4^+^ T cell and B cell populations remained mostly unaffected by SSD feeding (Fig. 7a). These findings suggest that SSD-induced liver inflammation is initiated by a wave of innate-like lymphocytes, which drives recruitment of myeloid cells and ultimately promotes the accumulation of CD8 T cells.

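IL-17A itself was not detectable in the whole-liver libraries, where Il17a (ENSMUSG00000025929, chromosome 1 of GRCm39, 20801129 to 20804720) had 0 reads in all 16 mice and Il17f at most 1. The receptor gene Il17ra (ENSMUSG00000002897, chromosome 6, 120440208 to 120464520) had 394 ± 72.1 normalized counts (SD, n = 4) in NCD-fed WT mice and 447 ± 31.1 (SD, n = 5) in SSD-fed WT mice, a difference within the spread between mice (limma adjusted p = 0.219). Without NKG2D it had 394 ± 9.25 normalized counts (SD, n = 3) on SSD, against the SSD-fed WT mice a log2 fold change of -0.18 (standard error 0.09, limma adjusted p = 0.247). Il17rc (chromosome 6, 113448388 to 113460101) had 541 ± 41.2 and 600.3 ± 28.9 normalized counts in SSD-fed WT and Klrk1-/- mice (limma adjusted p = 0.344). Neither receptor gene passed the adjustment on SSD, though the genotypes did not overlap in either (exact two-sided permutation test, p = 0.0357). In WT mice, SSD feeding changed Ccl2 by a log2 fold change of 1.37 (standard error 0.47, limma adjusted p = 0.0398, exact two-sided permutation test, p = 0.0476) and Cxcl10 by 1.25 (standard error 0.24, limma adjusted p = 0.00205). The adjusted p of Ccl2 was 0.107 with quantile normalization and 0.117 without NCD-fed WT replicate 2, in a range of 0.00654 to 0.117. It was under 0.05 in 17 of 25 settings. Cxcl2 changed by 0.30 (standard error 0.44, limma adjusted p = 0.629), and with quantile normalization by -0.18. Cxcl1 was lower on SSD by a log2 fold change of -1.45 in WT mice (standard error 0.81, limma adjusted p = 0.182) and of -1.57 in Klrk1-/- mice (standard error 0.17, limma adjusted p = 5.61e-05). In WT mice the adjusted p of Cxcl1 was 0.0338 with edgeR on the recovered reads, in a range of 0.00456 to 0.438 over the settings. In Klrk1-/- mice it was 0.154 with all 4 groups in 1 model, in a range of 9.35e-14 to 0.154.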

Our RNA sequencing data indicated that IL-17A promotes chemokine production by liver cells (Fig. 5c), which may explain how innate-like lymphocytes initiate the second wave of myeloid cells. To confirm this finding, primary hepatocytes were stimulated *in vitro* with IL-17A, and chemokine expression was determined by qPCR. We observed that in response to stimulation, hepatocytes induced expression of the chemokines CXCL1 and CXCL2 and to a lesser extent CCL2 (Fig. 7b), which are potent recruiters of pro-inflammatory cells of the myeloid lineage (43). CXCR2 is the receptor for CXCL1 and CXCL2, whereas CCR2 is the receptor for CCL2. We observed that CXCR2 was highly expressed on hepatic neutrophils, whereas CCR2 could be detected on monocyte-derived macrophages (MDM), monocytes, and macrophages, independent of the diet (Fig. 7c). Most lymphocytes did not express either receptor (Fig. S7a). In accordance with the expression profile of these two chemokine receptors, we observed that the absolute number and percentage of neutrophils and Ly6C^+^ monocytes/macrophages increased in response to SSD-feeding (Fig. 7d and Fig. S7b-d). Importantly, the increase of most of these populations in response to SSD feeding was significantly less in animals deficient for NKG2D (Fig. 7d and Fig. S7c,d).

Finally, we analyzed whether the inflammatory environment was affected by NKG2D deficiency. 

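A list of 62 genes of IL-6 regulation was tested, of which 51 passed the minimum mean in SSD-fed mice. It was lower in Klrk1-/- than in WT mice, with a median log2 fold change of -0.46 and 6 of 51 genes higher (camera adjusted p = 8.04e-06). With the replicate number as a block, which leaves out SSD-fed WT replicates 4 and 5, the median of these genes was -0.57 (camera adjusted p = 6.61e-06). Of these genes, 2 had an adjusted p under 0.05 over all genes tested, 9 over the list alone and 18 an unadjusted p under 0.05. Over the 49 of its genes that pass the minimum mean across all 16 mice, the mean log2 value was 7.35 ± 0.34 (SD, n = 5) in WT mice and 6.84 ± 0.05 (SD, n = 3) in Klrk1-/- mice, without overlap (exact two-sided permutation test, p = 0.0357). Il6 itself (ENSMUSG00000025746, chromosome 5 of GRCm39, 30218112 to 30224979) had at most 2 reads in any of the 16 libraries, so a difference in it was not detectable at this depth. In the Gene Ontology set of interleukin-6 production, chosen after the data were seen, 27 of 120 genes were higher in Klrk1-/- mice and the median log2 fold change was -0.24 (camera adjusted p = 2.9e-05). The Reactome set of interleukin-6 signaling, chosen at the same time, had a median of -0.09, with 1 of 9 genes higher (camera adjusted p = 0.243). For NCD-fed mice the list of IL-6 regulation had a median of -0.10, with 20 of 47 genes higher (camera adjusted p = 0.493), and its diet by genotype interaction had a median of -0.37 (camera adjusted p = 0.00559).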

Total transcriptome analysis of total liver lysates of WT and *Klrk1*^*-/-*^ mice after three weeks of SSD feeding showed a marked decrease in genes associated with IL-6 regulation (Fig. S7e), a cytokine that has been associated extensively with NASH (44). In addition, gene expression of several pro-inflammatory cytokines associated with NASH, including IL-1β, were significantly reduced in the livers of SSD-fed *Klrk1*^*-/-*^ animals compared to WT controls (Fig. 7e). 

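Il1b (ENSMUSG00000027398), on chromosome 2 of GRCm39 from 129206490 to 129213059, had 26.2 ± 6.28 normalized counts (SD, n = 5) in SSD-fed WT mice and 13.9 ± 2.07 (SD, n = 3) in SSD-fed Klrk1-/- mice. Its log2 fold change of -0.84 (standard error 0.28) did not pass the adjustment over all genes (limma adjusted p = 0.124). With array weights the adjusted p of Il1b was 0.0473, in a range of 0.0473 to 0.314 over the settings. Il1a (ENSMUSG00000027399, chromosome 2, 129141530 to 129151892) had 91.6 ± 14.5 and 52.7 ± 13.3 normalized counts, a log2 fold change of -0.80 (standard error 0.19, limma adjusted p = 0.0575). Il33 (ENSMUSG00000024810, chromosome 19, 29902514 to 29938118) had 29 ± 7.2 and 13.8 ± 2.75, a log2 fold change of -1.0 (standard error 0.28, limma adjusted p = 0.0812). DESeq2 on the recovered reads put the adjusted p of Il1a at 0.0135 and that of Il33 at 0.0462, in ranges of 0.0133 to 0.19 and 0.0202 to 0.251. Bmp8b (ENSMUSG00000002384, chromosome 4, 122998958 to 123025892), which overlaps Ppie and Oxct2b, had 16.1 ± 6.8 and 6.5 ± 3.12 normalized counts, a log2 fold change of -1.20 (standard error 0.42, limma adjusted p = 0.139). For these 4 genes every Klrk1-/- mouse was below every WT mouse (exact two-sided permutation test, p = 0.0357). Tgfb2 (ENSMUSG00000039239, chromosome 1, 186354989 to 186438186) had 24.3 ± 12.7 and 10.8 ± 3.95 normalized counts, with overlapping mice (exact permutation test, p = 0.107, limma adjusted p = 0.236). Tgfb3 (ENSMUSG00000021253, chromosome 12, 86103519 to 86125815), which overlaps Ttll5, had 45.1 ± 16.2 and 24.1 ± 3.56, also with overlap (exact permutation test, p = 0.107, limma adjusted p = 0.186). Among the 6 genes, 0 had an adjusted p under 0.05 over all genes tested and 5 an unadjusted p under 0.05. Adjusted over the 6 genes alone 5 passed, which shows no stability since the paper chose them from these data. The list of inflammatory cytokines written in advance had a median log2 fold change of -0.44, with 1 of 7 genes higher (camera adjusted p = 0.00486). With the replicate number as a block, which leaves out SSD-fed WT replicates 4 and 5, it was -0.70 (camera adjusted p = 0.00249). The lowest log2 fold change of the list, -1.0, was that of Il33. This list is thus not independent of the 6 genes the paper chose. Its adjusted p was 0.174 over genes with a mean of at least 50, in a range of 0.000984 to 0.427.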

We therefore analyzed whether NKG2D deficiency impacted production of these pro-inflammatory cytokines. Indeed, SSD-feeding resulted in a significant increase of both IL-6 and IL-1β production by monocytes and monocyte-derived macrophages. Importantly, production of these cytokines was significantly reduced in animals deficient for NKG2D (Fig. 7f and Fig. S7e).

In summary, NKG2D signaling is required for liver inflammation in the context of MAFLD and promotes pro-inflammatory cytokine production by myeloid cells.

### IL-17A^+^Rorγt^+^ γδ T cells in blood are a non-invasive biomarker for human MAFLD

Few reliable biomarkers for NASH are currently available, especially during the early phases of the disease. The gold standard for diagnosis is a liver biopsy, which is an invasive procedure with a high chance of complications (4). We wanted to investigate whether changes in the immunological profile of hepatic immune cells associated with NASH can be detected in the blood. Mice were placed on an SSD and IL-17A production by γδ T cells isolated from the blood was determined after *in vitro* restimulation. We observed a significant increase in IL-17A producing γδ T cells in the blood 2 weeks after initiation of feeding, which closely mirrored their phenotype in the liver (Fig. 8a and Fig. S8a). In contrast, IFNγ and TNF production were not affected in these cells (Fig. S8a). The increased IL-17A production by γδ T cells in the blood was retained over a period of 16 weeks of SSD-feeding (Fig. 8a), indicating that it is a potential marker for metabolic stress in the liver in context of NASH.

To determine whether a similar profile could be detected in humans, blood was isolated from patients in whom MAFLD was confirmed by ultrasound techniques. Indeed, we observed a significant increase in IL-17A production by blood γδ T cells. This value positively correlated with the severity of liver stiffness (LSM; Fig 8b), which is a surrogate marker of fibrosis (45). A similar correlation was observed between liver stiffness and γδ T cells expressing the transcription factor Rorγt (Fig. 8c). In contrast, LSM did not correlate with either the total frequency of γδ T cells, or with the frequency of Th17 cells and IL-17A producing MAIT cells in the blood of patients (Fig. S8b,c). Even though they are not the dominant source of cytokines in circulation, these findings indicate that IL-17A production by γδ T cells best represents the inflammatory status of liver inflammation measurable in blood and has the potential to be a reliable non-invasive biomarker for NASH in humans.

In summary, metabolic stress of liver cells is sensed by tissue-resident innate-like T cells such as γδ T cells through the NKG2D receptor. In response, they produce IL-17A, which licenses hepatocytes to produce chemokines that recruit pro-inflammatory cells and mediate inflammation and fibrosis (Fig. S8d).

## Discussion

MAFLD affects approximately one quarter of the global adult population, yet its impact on public health has long remained unrecognized (46). The transition of MAFL to NASH marks the initiation of a process that may lead to fibrosis, loss of liver function and death (4). Elucidation of how this process is mediated is therefore of great clinical importance. Here we find that hepatocytes upregulate surface expression of NKG2D ligands following lipid accumulation. This signal of metabolic stress is detected by tissue-resident innate-like T cells (ILTs) and drives their production of IL-17A. Hepatocytes are licensed directly by IL-17A to produce chemokines that recruit pro-inflammatory cells into the liver, leading to development of NASH and fibrosis. Deficiency of NKG2D, γδ T cells, or the IL-17A receptor on hepatocytes could prevent inflammation and fibrosis while not impacting steatosis.

The transition of MAFL to NASH was proposed to require multiple instigators, such as oxidative stress, fat accumulation, and a microbiome imbalance (2). How these factors are translated into a signal that activates the immune system was unclear. Previously, microbiota-derived lipid antigens were shown to be important for MAFLD-induced expansion of γδ T cells in the liver, yet how these cells were subsequently activated was unclear (12, 14). Our findings indicate that lipid accumulation, most notably of cholesterol, leads to induction of NKG2D ligands and activation of γδ T cells. How cholesterol drives metabolic stress is unknown but may involve Liver X receptors (LXRs). LXRs are transcription factors that are activated in response to high cholesterol levels and mediate oxysterol metabolism (47). Agonists of these receptors were shown to induce expression of the NKG2D ligands MICA and MICB in human cells (47). Notably, reverse agonists of LXRs have a beneficial impact on systemic lipid metabolism and liver pathology in context of MAFLD and several of these compounds have been tested in clinical trials (48, 49). We cannot exclude that SSD feeding mediates activation of immune cells at other sites such as adipose tissue, which was shown to mediate IL-17A production in tissue-resident γδ T cells (38). Nevertheless, our finding that IL-17A receptor deficiency on hepatocytes does ameliorate pathology suggests that this cytokine primarily mediates its effect on the liver.

A hallmark of MAFLD is the formation of IL-17A-mediated type 3 inflammation, which is a driving force behind the pathogenesis of NASH and HCC (8, 13, 50–54). A recent study showed that the steatotic liver microenvironment gives rise to pro-inflammatory CXCR3^+^ Th17 cells which produce elevated levels of IL-17A and TNFα (55). However, Th17 cells are typically only formed later during the immune response and the signal that initiates immune polarization in MAFLD was left unexplored. Our findings indicate that in MAFLD, NKG2D ligands are the primary signal that communicates loss of tissue homeostasis to intra-parenchymal ILTs, which produce IL-17A to initiate type-3 inflammation. IL-17A predominantly targets non-hematopoietic cells including hepatocytes (43, 58). Interestingly, IL-17A receptor deficiency on hepatocytes did not protect animals from developing fibrosis to the extent seen in *Klrk1*^*-/-*^ mice, suggesting that additional factors are induced by NKG2D engagement. Recently, GM-CSF was shown to be important for development of fibrosis in animal models of NASH and γδ T cells can produce high levels of this cytokine (13, 59). Whether γδ T cell derived GM-CSF is also important for development of SSD-induced liver fibrosis is currently unclear. Nevertheless, production of chemokines that attract myeloid cells to the infected or injured site is the hallmark of IL-17A signalling (43, 60). Deficiency of this cytokine or its signalling components results in decreased hepatic accumulation of myeloid cells in models of NASH (7, 52). Our findings indicate that NKG2D-induced IL-17A production directly licenses hepatocytes to produce CXCL1, CXCL2 and CCL2, which were previously shown to be crucial for neutrophil accumulation, HSC activation and fibrosis in NASH (61, 62). Thus, our study elucidates the first step in metabolic stress-induced type-3 liver inflammation.

NKG2D is classically associated with Type-I immune responses against viruses and tumors, whereas we now show that this receptor drives IL-17A production. NKG2D is expressed on NK cells, antigen experienced CD8 T cells and NKT cells and their engagement of its ligands leads to the production of IFNγ, an archetype Th1 cytokine (20, 21, 36). These immune cells are also present in the liver and it was therefore surprising that NKG2D ligand induction by hepatocytes only activates a subset of ILTs specialized in the production of IL-17A. However, Th1- and Th17-type NKG2D^+^ immune cells are found at different sites in the liver. NK cells and NKT cells are predominantly present in the liver sinusoids and will therefore most efficiently respond to incursions such as viral infections which target the endothelium of the liver blood vessels and cells located within the space of Diss (63). Our findings indicate that hepatic γδ T cells are present in the parenchyma of the liver and are therefore the first responder to signals coming from hepatocytes. Indeed, also in human tissues most IL-17A^+^ cells of patients with NASH appeared to be in direct contact with hepatocytes. Thus, the location of NKG2D ligands appears crucial for the way in which the consequent immune response polarizes.

In summary, our study identifies a key mechanism for the transition from MAFL to NASH in patients with metabolic liver disease and has great potential as a therapeutic target for the treatment of MAFLD. In addition, the frequency of IL-17^+^RORγt^+^ γδ T cells in the blood of MAFLD patients positively correlated with ultrasound-based techniques for the quantification of fibrosis. Measurement of these cells in people with MAFLD therefore has great potential as a non-invasive marker for the diagnosis of NASH.

## Materials & Methods

### Study design

The goal of this study was to identify the mechanism via which hepatocytes communicate metabolic stress to the immune system and initiate the inflammation that marks the transition of MAFL to NASH. To this end, we generated a new dietary model to induce NASH in mice and analyzed changes in immune cell subsets following feeding. Sample size was determined by a power analysis based on previous experiments pilot studies. We assumed a power of 85%, a within group variation of 20-30% and between-group difference of 50-100%. A 95% confidence interval was considered statistically significant. Dependent on the parameter, group sizes per experiment were 4-8 animals. A similar power analysis was performed for experiments using human samples, which dictated the use of at least 16 samples. All data that was collected was also included in the analysis. Each experiment was performed at least twice under the same conditions. Experiments were blinded as much as possible through assignment of groups by people that were not further involved in the experiments.

### Patients

Patients were included at the NAFLD polyclinics at KBC Rijeka. All patients were over 18 years of age and signed an informed consent before inclusion. All patients were subjected to laboratory analysis, abdominal ultrasound (US), Transient Elastography (TE) measurements using a FibroScan 502 Touch (Echosense, Paris, France). Patients with incomplete data, those who refused to undergo TE or US examination, those with frequent alcohol consumption (>20g per day for men and >10 g per day for women), other chronic liver diseases (viral, metabolic, or autoimmune), celiac disease, and those with secondary causes of fatty liver such as drugs (amiodarone and tamoxifen) were excluded from the final analysis. Additionally, active malignancy, congestive heart failure and valvular heart disease, TE failure, and pregnancy were additional exclusion criteria.

In all patients TE examination after overnight fasting was done by FibroScan, which was performed using M or XL probe by an experienced gastroenterologist. The examination was defined as valid if there were ≥10 valid measurements with interquartile range- (IQR-) to-median ratio of LSM ≤0.3. The diagnosis of liver steatosis was considered in patients with CAP ≥ 238 dB/m (70). Patients with LSM ≥7 kPa were defined to have a high liver fibrosis (≥F2), while an advanced fibrosis (≥F3) was considered if LSM was ≥9.6 kPa using the M probe or ≥9.3 kPa using the XL probe. Finally, patients with LSM ≥11.5 kPa using the M probe or ≥11.0 kPa using XL probe were defined as having cirrhosis. Cutoff values were previously defined (71, 72). Ultrasound—guided liver biopsies were done by an experienced gastroenterologist.

The Clinical Hospital Rijeka Ethics committee approved this research under number 003-05/15-2/60. Fresh biopsy material was obtained by the Department of Pathology and Molecular Pathology, University Hospital Zurich and was approved by the local ethics committee (Kantonale Ethikkommission Zürich, KEK-ZH-Nr. 2013-0382 and BASEC-Nr. PB_2018-00252). We conducted the research in accordance and agreement with the international Conference on Harmonization guidelines on Good Clinical Practice and with the Declaration of Helsinki.

### Mice

Mice were strictly age- and sex-matched within experiments and were held in SPF conditions and handled in accordance with institutional, national and/or EU guidelines. Male mice (8–12 weeks old) were fed *ad libitum* with an NCD (SSNIFF) or an SSD enriched in fat (40% of calories derived from animal fat (Bregi), fructose (22% (SSNIFF)), and cholesterol (2% (SSNIFF)). Where indicated, mice were fed with either high fat diet (HFD) where 50% of calories were derived from pig fat (Bregi), high cholesterol diet (HCD) containing 2% of cholesterol (SSNIFF) or methionine and choline deficient diet (MCD) purchased from SSNIFF. All lines were kept as breeding colonies in the local animal facility in Rijeka, Croatia, under specific pathogen-free conditions. All animal experiments were done with approval from the University of Rijeka Medical Faculty Ethics Committee and Croatian Ministry of Agriculture, Veterinary and Food Safety Directorate, under number UP/I-322-01/21-01/31.

### Cell isolation

Mice were sacrificed by O_2_/CO_2_ intoxication followed by CO_2_ suffocation and perfused with PBS. Livers were collected and directly smashed through sieve or first cut into small pieces and digested with 1 mg/ml Collagenase IV (Sigma-Aldrich) and 2 mg/ml DNase in HBSS (with Ca^2+^/Mg^2+^) supplemented with 5% FBS (Sigma-Aldrich). The cell suspension was centrifuged (500g for 5 min). The leukocytes in the pellets were isolated by gradient centrifugation with 40 and 80% Percoll. Cells were collected, washed with RPMI, and centrifuged. Pellet was incubated for 3 min in ACK (Ammonium-Chloride-Potassium, Sigma Aldrich) buffer to lyse erythrocytes and resuspended in 3 % RPMI. Spleens were first passed through a 70 µm cell strainer, washed with 3 % RPMI and centrifuged. Blood was collected into an EDTA-containing tail vein, and PBMCs were isolated with Lymphoprep (Serumwerk Bernburg) gradient centrifugation. Hepatocytes used for subsequent FACS analysis were isolated by Collagenase I perfusion *in situ* through the portal vein and subsequent homogenization on magnetic stirrer. For the establishment of cultured primary hepatocytes, livers were processed by the step collagenase perfusion as previously described (73). In brief, mice were anesthetized with ketamine/xylazine (Vetoquinol). Upon cannulation, mice were perfused via inferior vena cava with pre-warmed perfusion buffer (HBSS (Sigma Aldrich) supplemented with 25 mM HEPES (Sigma Aldrich) and 0,5 mM EDTA (VWR Life Sciences)) until bleaching of the liver was achieved. Next, the perfusion buffer was omitted for digestion buffer (HBSS with 25 mM HEPES and 25 µg/mL Liberase™ Research Grade (Sigma-Aldrich)). In situ digestion was followed by the digestion in the Petri’s dish with Williams E medium (PAN Biotech). The liver sack was ruptured with forceps along the surface and cells were released using a cell scraper and then strained through a sieve. Separation of live primary hepatocytes was achieved by centrifugation in Percoll. Pellet was resuspended in Williams E medium and plated in 6-well plates. Primary murine hepatocytes were stimulated by either 200 µmol oleic acid (Sigma Aldrich), 200 µg/ml cholesterol (SSNIFF), 25 mM fructose (SSNIFF) and/or 25 µg/ml IL-17A (PreproTech) in 10% Williams E medium. Cells were treated for 48 hours and analyzed by quantitative PCR or confocal microscopy. Human peripheral blood mononuclear cells (PBMCs) were isolated from peripheral blood by density gradient centrifugation using Histopaque 1077 Density Gradient Medium (Sigma-Aldrich, St. Louis, USA).

### Flow cytometry

Cells were stained and analyzed in PBS containing 1% BSA and NaN_3_ and pretreated with Fc block (clone 2.4G2, produced in-house at the University of Rijeka). Fixable Viability Dye eFluor 780 (eBioscience) was used to exclude dead cells. For intracellular staining, cells were stimulated for 4 h *in vitro* with PMA and ionomycin (Sigma-Aldrich) supplemented with Brefeldin A (eBioscience), or GolgiPlug and GolgiStop (both 1:1000; BD Biosciences). For specific stimulation of γδ T cells through receptors, 96-well microtiter plates were pre-coated with αNKG2D (MI-6) and 145-2C11 hybridoma supernatant containing αCD3 was added in the stimulation mixture containing Brefeldin A and αCD3-PE-eFluor 610. Permeabilization and fixation of cells was done with the Fix/Perm kit (BD Biosciences). Bodipy^493/503^ (BD) staining was used according to manufacturer’s protocol to assess relative lipid content in cells. Staining of nuclear proteins (T-bet, Eomes, ROR-γt) was done with the FoxP3 staining buffer set (eBioscience). BrdU labeling and staining were performed according to the BrdU flow kit instructions (BD Biosciences). Most flow cytometry experiments were done on a FACSverse or FACSaria (BD Biosciences), or MACS Quant Analyzer 16 (Mitenyi Biotec). Human liver leukocytes were measured on 5L Cytek Aurora (Cytek). Dead cells and doublets were excluded from the analysis using SSC-A/H, FSC-A/H and a Fixable Viability Kit (LIVE/DEAD Blue, Thermo Fisher). FCS files were analyzed using FlowJo (TriStar) software.

### Histology

For immunohistology, tissues were fixed in 4% formalin for at least 48 h, dehydrated and paraffin embedded. Sections (2 µm) were cut, deparaffinized and antigen retrieval was performed by using 1 M sodium citrate buffer or a Tris-EDTA (pH=9) buffer. Sections were blocked with goat serum and then incubated with primary antibodies overnight at 4 ºC. After endogenous peroxidase block using 0,3% H_2_O_2_, slides were incubated for 1h with secondary antibody. Staining was visualized with DAB (Dako) and brief hematoxylin counterstaining. Collagen deposition was detected with Sirius red staining on deparaffinized slides stained with 0.1% Picro-Sirius Red solution (Sigma-Aldrich, USA) for 1h. Slides were washed in acidified water, dehydrated and mounted with Entellan (Sigma-Aldrich, USA). Basic structural parameters were observed on slides stained with hematoxylin and eosin. Stainings were quantified using ImageJ software (NIH) or by scoring of blinded samples by an expert pathologist according to established definitions (74). Immunopathology was quantified by adding the scores of infiltration foci, cysts and granulomas per vision field (200x magnification). For immunofluorescence, liver slides were deparaffinized and antigen retrieval was performed using Tris-EDTA buffer. Sections were blocked with 3% BSA and primary antibodies (Ki67 (Invitrogen) and CD45 (Cell Signaling)) were incubated overnight. Secondary antibodies were incubated for 1h at RT, nuclei were counterstained with 5’ DAPI incubation and slides were mounted with Mowiol 4-88. For confocal microscopy, primary murine hepatocytes were fixed in 4% PFA for 15 min at RT. Cells were washed twice with PBS and permeabilized for 5min using 0.1% TritonX. Cells were washed two times with PBS and incubated with 1.25 µg/ml Bodipy^493/503^ (BD Bioscience) for 30 minutes. Cells were washed twice with PBS and analyzed at room temperature with a Leica TCS SP8 confocal laser scanning microscope using an HC PL APO 40x/1.30 OIL CS2 objective and LasX acquisition software (version 3.5.6.21594) without gamma adjustments.

### Quantitative PCR

RNA was isolated from primary murine hepatocytes using NucleoZOL (MACHEREY-NAGEL) according to manufacturer’s protocol and cDNA was generated with a Reverse Transcription Core Kit (Eurogentec). The expression of mRNA was examined by quantitative PCR with a 7500 Fast Real Time PCR machine (ABI). The relative mRNA expression was normalized by quantification of HPRT housekeeping gene in each sample.

### RNAseq

Total RNA of liver samples was extracted using the Qiagen RNeasy Micro Kit according to the manufacturers’ protocol. Sequencing of 100 bp single reads was done on Illumina Novaseq 6000 (Illumina Inc., California, USA) at the Functional Genomics Center Zurich (FGCZ). The library was prepared with the Illumina Truseq Total RNA protocol. The resulting raw reads were evaluated for their quality by using FastQC and subsequently mapped to the mouse genome build GRCm39 using STAR aligner. FeatureCounts was used to quantify the read counts per gene based on GENCODE gene annotation version M26. Differences in gene expression levels between sample groups of interest were calculated as log2 fold changes using DESeq2 and genes exhibiting a false discovery rate (FDR)-adjusted *P* value<0.05 and absolute fold changes (FC) > 1.5 were considered significant. Hypergeometric over-representation analysis (ORA) based on Gene Ontology was applied on log-transformed and normalized counts using the clusterProfiler package. RNA sequencing data was deposited at the GEO database of NCBI under identifier GSE200482.

### Elisa

Serum samples were obtained from NCD and SSD-fed mice and concentrations of HMGB1 protein were determined by commercial HMGB1 ELISA colorimetric kit (Novus Biologicals) according to the manufacturer’s protocol. Plates were analyzed using a Mithras LB940 ELISA plate reader (Berthold technologies).

### In vivo experiments

VATectomy was done as previously described (28). Briefly, mice either underwent sham operation or had peri-epididymal fat pad removed (VATectomy). After two weeks mice were placed on an NCD or an SSD diet for 16 weeks. For adoptive transfers, WT (CD45.2) mice were NCD- or SSD-fed. After 14 days animals were injected i.v. with 5x10^5^ hepatic lymphocytes from NCD (CD45.1) and SSD (CD45.1/2) co-fed animals, mixed in a 1:1 ratio. 24 h after transfer, the ratio of donor cells in liver and spleen were determined by flow cytometry. For homing experiments, WT (CD45.1) mice were NCD- or SSD-fed for 2 weeks and injected i.v. with 5x10^5^ hepatic leukocytes from WT (CD45.1/2) and *Klrk1*^-/-^ (CD45.2) SSD co-fed animals, mixed in a 1:1 ratio. After 24 h, ratio between WT and *Klrk1*^-/-^ CD3^+^TCRδ^+^ and CD3^+^TCRδ^-^ cells was determined in spleen and liver by flow cytometry. For NK1.1 depletion experiment, mice were weekly treated with i.p. injection of InVivoMAb anti-mouse NK1.1 (clone PK136). After 16 weeks of NCD and SSD-feeding, PBS-injected control mice and anti-mouse NK1.1 treated mice were sacrificed and fibrosis/steatosis was determined as previously described. Labelling of circulating γδ T cells was performed using the i.v. injection of biotin-labeled anti-mouse CD45 antibody (clone 30-F11) (2 µg per mice). Mice were sacrified 5 minutes after i.v. injection, livers were perfused and analyzed using flow cytometry as previously described.

### Lipidomics

Lipidomic analysis was performed in collaboration with EMBL Metabolomics Core Facility (Heidelberg, Germany). Lipid and fatty acid extraction from the blood and liver was performed according to the protocol (PMID: 24820162). LC-MS/MS analysis was performed on a Vanquish UHPLC system coupled to an Orbitrap Exploris 240 high-resolution mass spectrometer (Thermo Scientific, MA, USA) in negative and positive ESI (electrospray ionization) mode.

### Statistics

Figures represent means and s.e.m. (depicted by error bars). To analyze statistical significance, we used either Student’s t-test, Mann-Whitney’s U test, one-way ANOVA, with Bonferroni’s post-test correction for multiple comparisons or simple linear regression. P values of <0.05 (*p<0.05, **p<0.01, and ***p< 0.001) were considered statistically significant.

## Supplementary Material

Supplementary Material

## Figures and Tables

**Figure 1:**
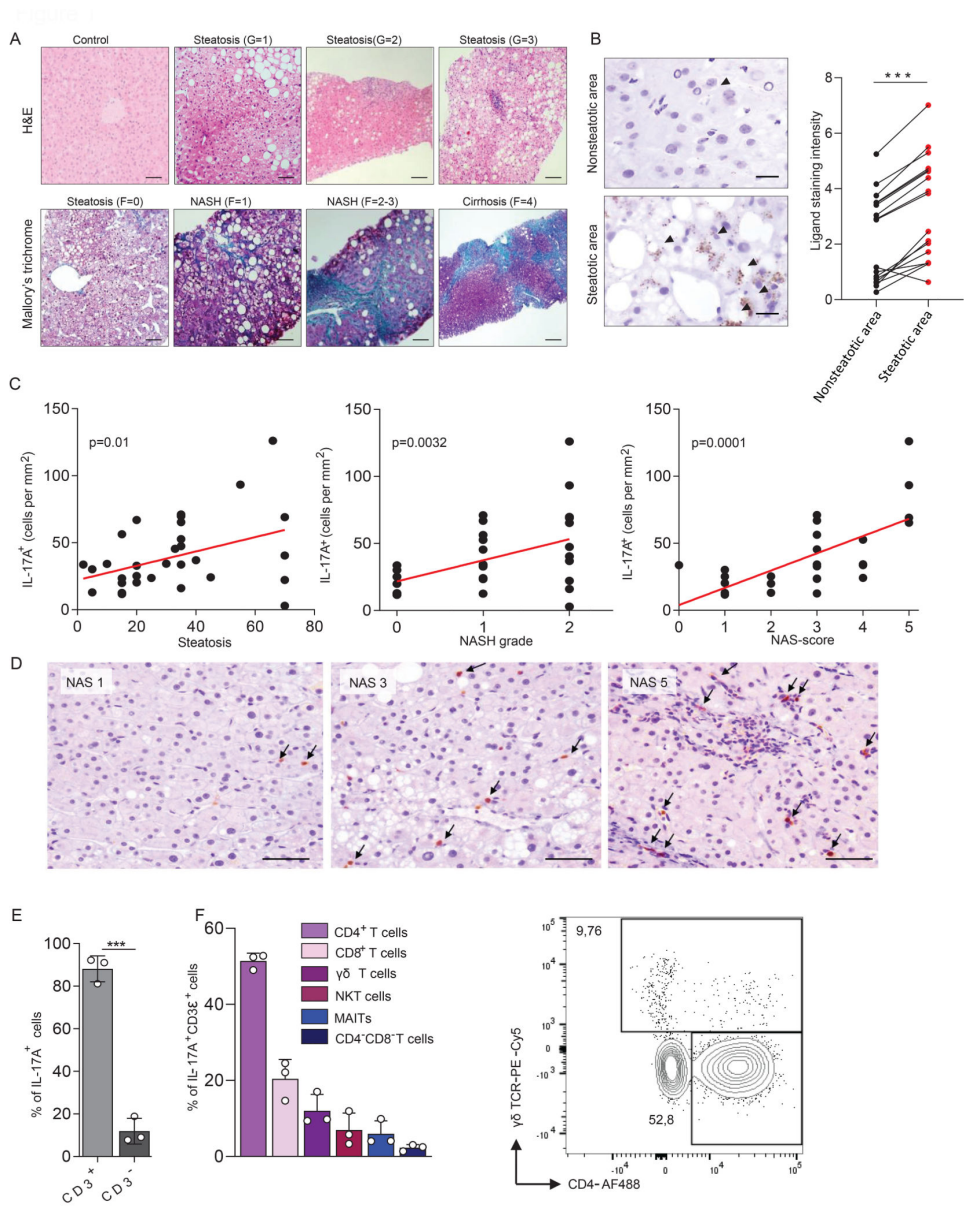
MALFD is associated with an increase of NKG2D ligands and IL-17A expressing cells in the liver (a) Representative histological slides of various stages of liver disease in human liver biopsies. (top) slides were stained with hematoxylin and eosin (H&E) and show a sample from a healthy individual and from MAFLD patients with mild (G=1), moderate (G=2), or severe (G=3) steatosis with ballooning and inflammation. (bottom) slides were stained with Mallory`s trichrome and show liver tissue without fibrosis (F=0) or with perisinusoidal and pericellular fibrosis without (F=1) or together with extensive portal fibrosis (F=2-3) or with cirrhosis (F=4). Scale bars indicate 50 µm for control, steatosis (G=1), steatosis (F=0), NASH (F=1); 100 µm for steatosis (G=2), steatosis (G=3), NASH (F=2-3); 250 µm for cirrhosis (F=4). (b) Human biopsy material of patients with MAFLD was stained for the NKG2D ligands MICA/B. Shown is NKG2D-L expression in steatotic and non-steatotic regions within the same patient (n=17). Scale bars indicate 20 µm. Arrowheads indicate a positive signal. (c-d) Human biopsy material of patients with MAFLD was stained for IL-17A. (c) The number of IL-17A-producing cells was correlated with the level of steatosis, grade of NASH, or the NAS-score (n=35). (d) Representative staining for NAS scores 1, 3 and 5. Scale bars indicate 50µm. (e-f) Quantification of IL-17A-producing cells in biopsies of human livers by flow cytometry. (e) Quantification of CD3^+^ and CD3^-^ cells within the IL-17^+^ population (n=3). (f) Quantification of IL-17A-producing T cells within the CD3^+^IL-17A^+^ cell pool (n=3). Representative plot shows cells gated for IL-17A^+^CD3^+^TCRαV7.2^-^CD56^-^. Statistical significance was determined by Wilcoxon signed-rank test (b), linear regression (c), or unpaired t-test (e). Statistical significance was defined as *p<0.05; **p<0.01; ***p<0.001.

**Figure 2:**
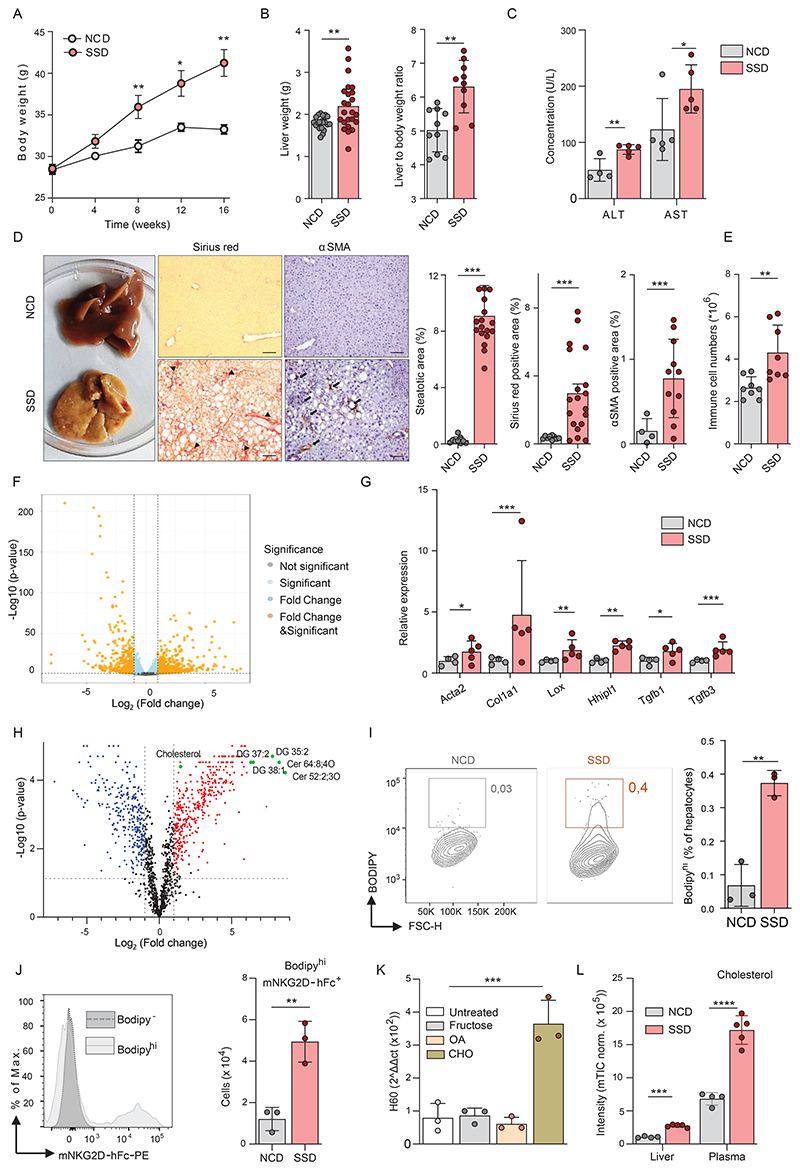
Lipid accumulation in murine hepatocytes induces upregulation of NKG2D ligands. (a-e) WT mice were fed a Steatosis and Steatohepatitis Diet (SSD) or a Normal Chow Diet (NCD) for 2 to 16 weeks. (a) Total body weight over time (n=20). (b) Liver weight and the liver to body weight ratio at 16 weeks (n=22-24). (c) Serum AST and ALT levels after 16 weeks (n=5). (d) Representative liver slides (200x) of fibrosis and hepatic stellate cell activation (αSMA) after 16 weeks of SSD feeding. Macroscopic changes in livers of SSD diet-fed mice showing yellow/gray firm parenchyma indicative for liver steatosis and fibrosis. Arrowheads indicate collagen accumulation. Arrows indicate αSMA^+^ cells. Bar diagrams show the quantification of histology slides (n=4-19). Scale bars indicate 20 µm. (e) Quantification of immune cells (CD45^+^) in liver after 2 weeks determined by flow cytometry (n=8). (f-g) Total liver lysates were analyzed by RNA sequencing after 3 weeks of NCD or SSD feeding (n=4-5). (f) Volcano plot of differentially expressed genes. (g) Expression of key genes associated with liver fibrosis. (h) LC-MS/MS analysis of lipid species in the liver and plasma of mice fed for 18 days with NCD, or SSD. (i) BODIPY staining of hepatocytes isolated from liver 2 weeks after initiation of SSD feeding (n=3). (j) Quantification of NKG2D ligand-expressing cells within BODIPY^Bright^ hepatocytes after 2 weeks of NCD or SSD feeding (n=3). (k) Quantification of the NKG2D ligand H60 by qPCR (n=3) normalized to HPRT expression. (l) Levels of cholesterol in liver lysate and plasma samples of NCD or SSD fed mice determined by LC-MS/MS analysis. Shown are representative data of at least two experiments, or pooled data of two independent experiments (a,b,d). Shown are means +/- s.e.m. Statistical significance was determined by unpaired t-test (a-j, l) and ANOVA with Bonferoni post-testing (k). Statistical significance was defined as *p<0.05; **p<0.01; ***p<0.001.

**Figure 3:**
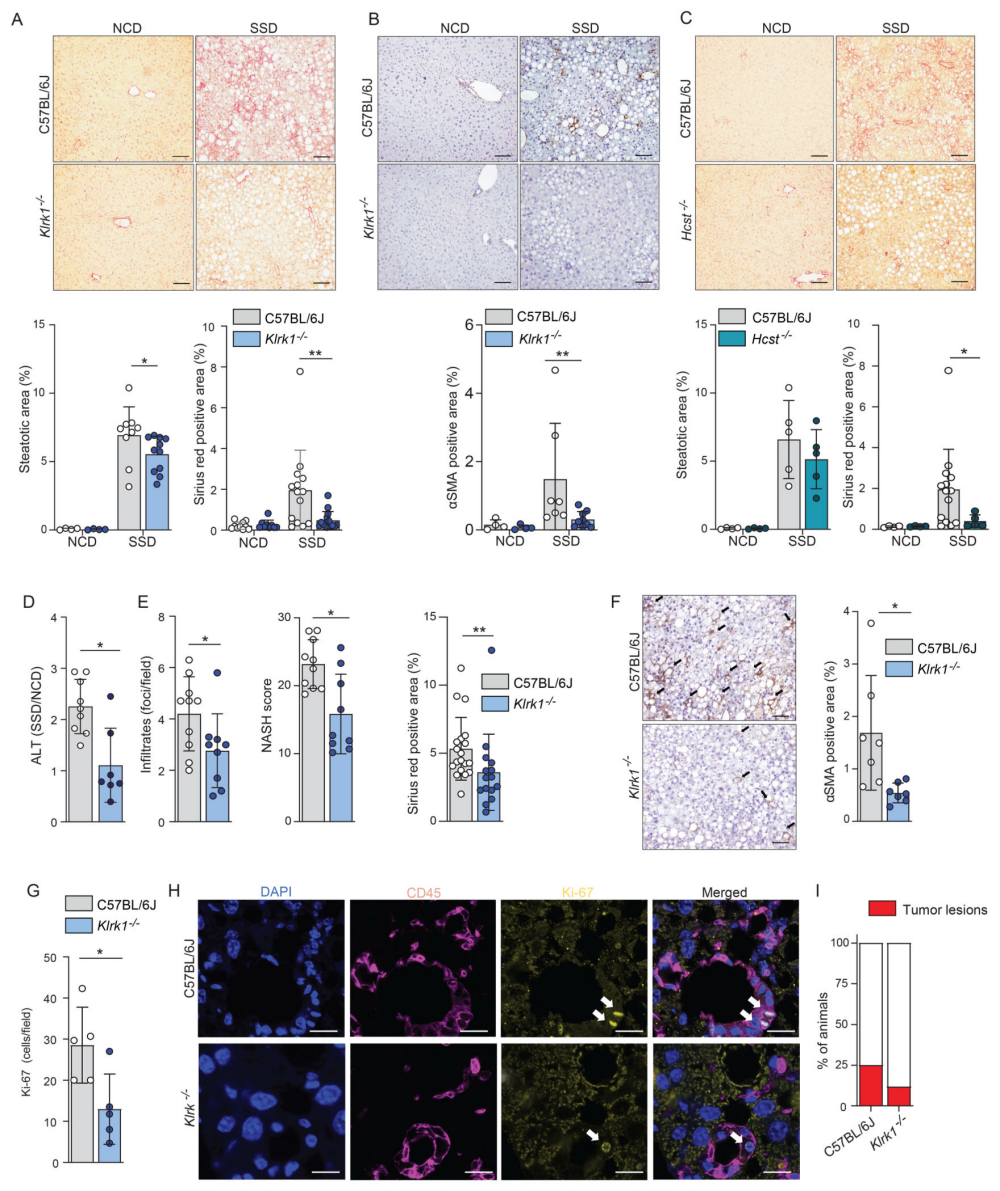
NKG2D engagement is essential for development of liver fibrosis in context of NASH. (a-b) WT and *Klrk1*^*-/-*^ (NKG2D-deficient) mice were fed an NCD or an SSD diet for 16 weeks (n=4-11). (a) (top) Representative liver slides stained with Sirius Red (200 X) and (bottom) quantification of steatosis and fibrosis. Scale bars indicate 100 µm. (b) (top) Representative liver slides stained for αSMA and (bottom) quantification of hepatic stellate cell activation (200 X). Scale bars indicate 100 µm. (c) WT and *Hcst*^-/-^ (DAP10-deficient) were fed an NCD or an SSD diet for 16 weeks. (top) Representative liver slides stained with Sirius Red (200 X) and (bottom) quantification of steatosis and fibrosis by Sirius red staining Scale bars indicate 100 µm. (n = 4-5). (d-i) WT and *Klrk1*^*-/-*^ mice were fed an NCD or an SSD diet for 52 weeks and livers were analyzed (n=7-9). (d) quantification of ALT in serum. (e) quantification of liver pathology of histological slides stained with H&E or Sirius red. (f) (left) Representative liver slides stained for αSMA and (right) quantification of hepatic stellate cell activation (200 X). Scale bars indicate 100 µm. (g) slides were stained for Ki67 and positive cells per field of view were quantified. (h) Representative immunofluorescence staining of CD45 and Ki67. Arrows mark Ki67^+^ nuclei. Scale bars indicate 10 µm. (i) number of mice carrying macroscopically visible tumors were quantified (n=17-20). The data are representative of at least two independent experiments or show pooled data of two experiments. Shown are means +/- s.e.m. Statistical significance was determined by unpaired t test. Statistical significance was defined as *p<0.05; **p<0.01; ***p<0.001.

**Figure 4:**
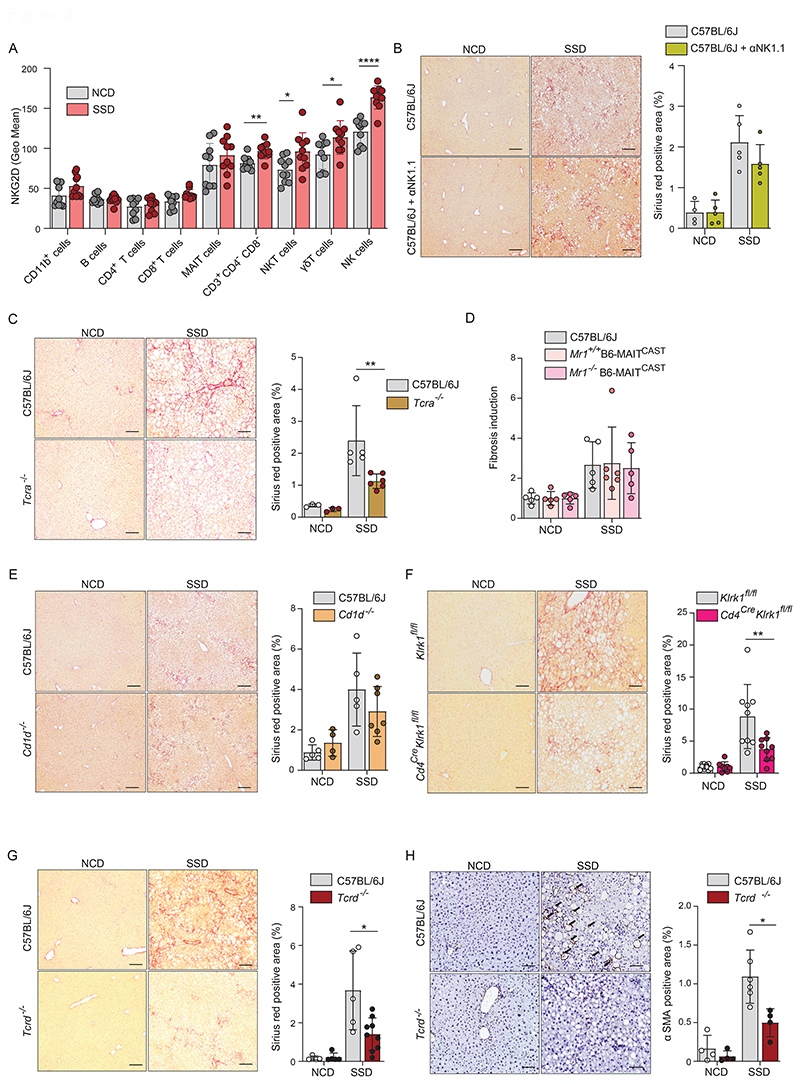
Liver fibrosis in the context of NASH is mediated by innate-like T cells. (a) WT mice were fed with an NCD or SSD for 18 days and NKG2D expression was quantified in key hepatic leukocyte populations by flow cytometry (n=5). (b) WT mice and C57BL/6J mice treated with NK cell-depleting antibody on a weekly basis were fed an NCD or an SSD diet for 16 weeks. Shown are (left) representative liver slides stained with Sirius Red (200 X) and (right) quantification of fibrosis (n = 4-5) (c) WT and *Tcra*^*-/-*^ (T cell receptor δ-chain deficient) mice were fed an NCD or an SSD diet for 16 weeks. Shown are (left) representative liver slides stained with Sirius Red (200 X) and (right) quantification of fibrosis (n = 5). (d) WT, *Mr1*^*+/+*^B6-MAIT^CAST^ and *Mr1*^*-/-*^B6-MAIT^CAST^ mice were fed an NCD or an SSD diet for 16 weeks. Quantification of fibrosis is shown (n = 5-6). (e) WT and *Cd1d*^*-/-*^ mice were fed an NCD or an SSD diet for 16 weeks. Shown are (left) representative liver slides stained with Sirius Red (200 X) and (right) quantification of fibrosis (n = 4-7). (f) *CD4*^*Cre*^*Klrk1*^*Flox/Flox*^ and *Klrk1*^*Flox/Flox*^ littermate controls were fed an NCD or an SSD diet for 16 weeks. Shown are (left) representative liver slides stained with Sirius Red (200 X) and (right) quantification of fibrosis (n = 9-10). (g, h) WT and *Tcrd*^*-/-*^ (T cell receptor α-chain deficient) mice were fed an NCD or an SSD diet for 16 weeks (n=4-10). (g) Shown are (left) representative liver slides stained with Sirius Red (200 X) and (right) quantification of fibrosis. (h) Shown are (left) representative liver slides stained for αSMA and (right) quantification of hepatic stellate cell activation (200 X). Scale bars indicate 100 µm. The data are representative of at least two independent experiments or pooled data of at least two experiments (a, f). Shown are means +/-s.e.m. Statistical significance was determined by unpaired t test. Statistical significance was defined as *p<0.05; **p<0.01; ***p<0.001.

**Figure 5:**
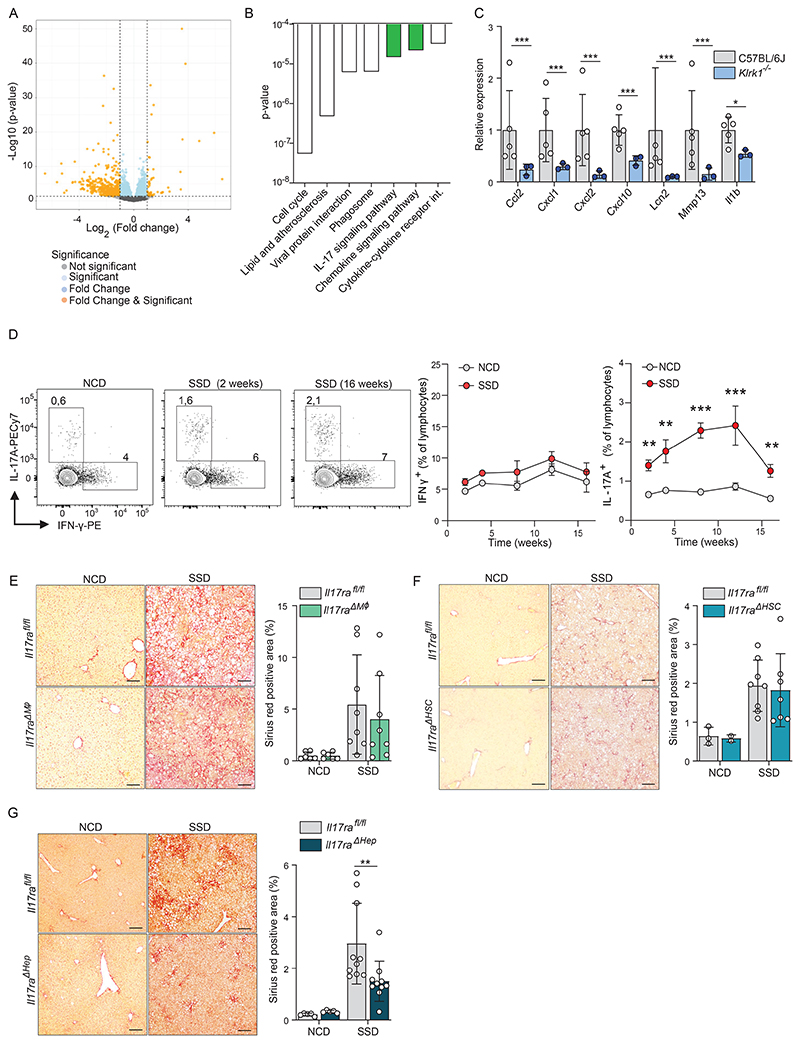
IL-17A signaling to hepatocytes drives liver fibrosis in the context of NASH. (a-c) WT and *Klrk1* ^*-/-*^ mice were fed an SSD for 3 weeks and the total transcriptome of liver tissue was analyzed by RNA sequencing. (a) Volcano plot of genes differentially expressed between WT and *Klrk1* ^*-/-*^ mice (n=3-5). (b) Most downregulated KEGG-pathways in *Klrk1*^*-/-*^ mice compared to WT controls by p-value. Marked in green are the IL-17A receptor signaling pathway and the chemokine signaling pathway. (c) Differential expression of downstream target genes of the IL-17A receptor signaling pathway. (d) WT mice were fed with an NCD or SSD diet. At indicated time points, liver leukocytes were restimulated *in vitro* with PMA/Ionomycin and cytokine production was measured by flow cytometry (n = 10). Representative plots are gated for lymphocytes. Numbers represent the percentage of IFN-*γ* or IL-17A-producing cells. (Right panel) Kinetics of hepatic IFNγ- and IL17A-producing lymphocytes over time. (e) *IL17ra^fl/fl^* and Lys *^Cre^IL7ra^fl/fl^* (*IL17ra*^*ΔMφ*^) littermates were fed an NCD or an SSD diet for 16 weeks. Shown are (left) representative liver slides stained with Sirius Red (200 X) and (right) quantification of fibrosis (n=8). (f) *IL17ra^fl/fl^* and GFAP*^Cre^IL17ra^fl/fl^* (*IL17ra*^*ΔHSC*^) littermates were fed an NCD or an SSD diet for 16 weeks. Shown are (left) representative liver slides stained with Sirius Red (200 X) and (right) quantification of fibrosis (n = 2-7). (g) *IL17ra^fl/fl^* and Albumin*^Cre^ IL17ra^fl/fl^* (*IL17ra*^*ΔHep*^) littermates were fed an NCD or an SSD diet for 16 weeks. Shown are (left) representative liver slides stained with Sirius Red (200 X) and (right) quantification of fibrosis (n = 5). Scale bars indicate 100 µm (e-g). The data are representative of at least two independent experiments or pooled data of at least two experiments (d-g). Shown are means +/-s.e.m. Statistical significance was determined by unpaired t test. Statistical significance was defined as *p<0.05; **p<0.01; ***p<0.001.

**Figure 6:**
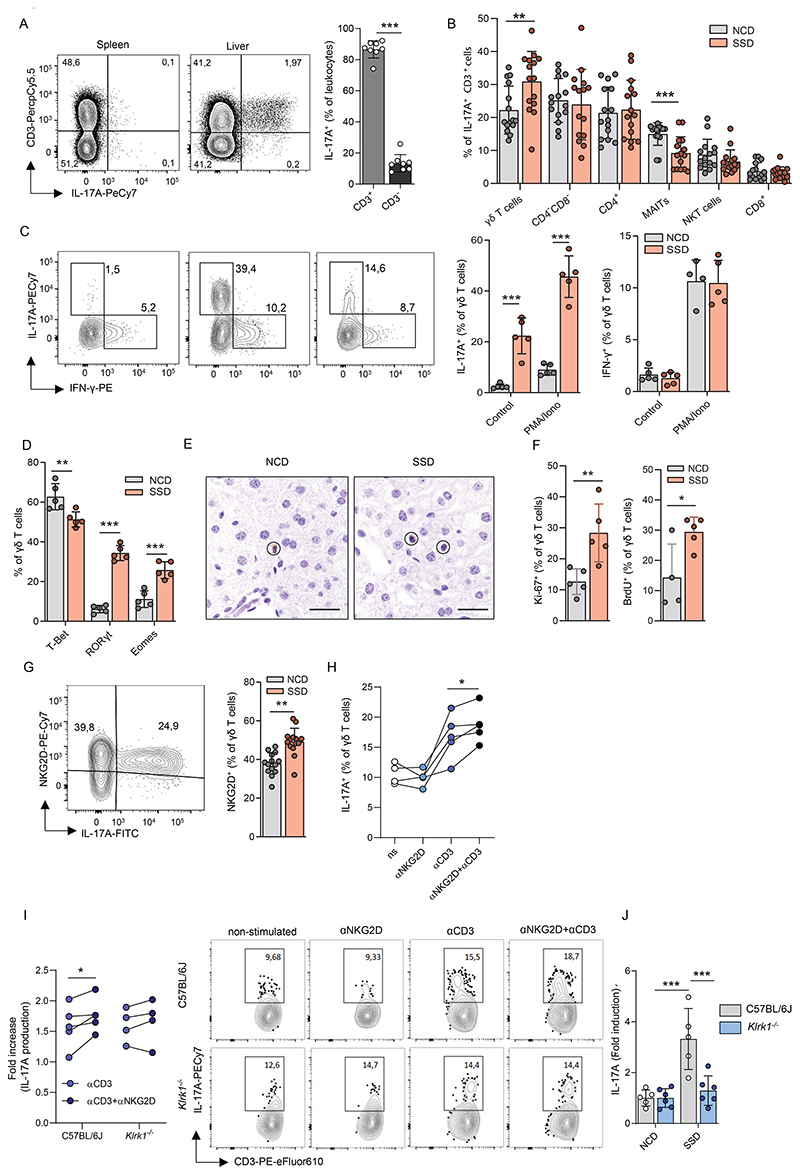
Liver fibrosis in context of NASH is mediated by innate-like T cells (a-b) WT mice were fed with an NCD or SSD diet and after 18 days liver leukocytes were restimulated *in vitro* with PMA/Ionomycin and IL-17A production was quantified by flow cytometry. (a) Fraction of CD3^+^ and CD3^-^ cells within the IL-17A^+^ cell pool (n = 8). Representative plots are gated for lymphocytes. (b) Indicated immune cell subsets were quantified within the CD3^+^IL-17A^+^ cell pool (n=15). (c) IL-17A and IFN-γ production by hepatic γδ T cells upon *in vitro* re-stimulation with PMA and ionomycin in WT mice after 2 weeks of NCD or SSD feeding (*n* = 5). Representative FACS plots are gated for γδ T cells. The number next to the outlined area represents the percentage of IFN-*γ*- or IL-17A-producing γδ T cells. (d) WT mice were fed an NCD or an SSD diet for 2 weeks and liver resident γδ T cells were analyzed by flow cytometry for expression of transcription factors (n=5). (e) CD3ε staining of *Tcra*^*-/-*^ mice after 2 weeks of feeding with NCD or SSD. Scale bars indicate 100 µm. (f) WT mice were fed an NCD or SSD for 2 weeks and for the last 4 days given BrdU in drinking water. Tissue-resident cells were visualized by injecting animals with biotinylated CD45 five minutes before isolation of livers, followed by fluorescent labeling using streptavidin-eFluor780 and analysis by flow cytometry. Tissue-resident cells were defined as eFluor-780^-^. Ki67^+^ and BrdU^+^ hepatic γδ T cells were quantified by flow cytometry (n = 5). (g) Quantification of NKG2D expression on hepatic γδ T cells by flow cytometry of mice fed two weeks with an NCD or SSD (n=14). The representative plot shows γδ T cells after PMA/Ionomycin stimulation. (h-i) Mice were fed an SSD for 2 weeks. Hepatic γδ T cells were restimulated *in vitro* and IL-17A production was determined by flow cytometry. (h) IL-17A production of γδ T cells after stimulation with αCD3, plate-bound αNKG2D or their combination, measured by flow cytometry. (i) Relative increase of IL-17A production within hepatic γδ T cells from WT or *Klrk1*^*-/-*^ mice upon *in vitro* re-stimulation with αCD3 alone or in combination with plate-bound αNKG2D over non-stimulated γδ T cells (*n* = 5). Representative FACS plots are gated for γδ T cells. Numbers show percentages of IL-17A-producing γδ T cells (j) WT and Klrk1^-/-^ mice were fed an SSD for 2 weeks. Hepatic γδ T cells were restimulated *in vitro* with PMA/Ionomycin and IL-17A production was measured by flow cytometry. Shown is the relative increase in IL-17A production within SSD-fed over NCD-fed mice (n=5-6). The data are representative of at least two independent experiments. Shown are means +/- s.e.m. Statistical significance was determined by unpaired t-test (a-g), paired t-test (h-i) and ANOVA with Bonferoni post-testing (j). Statistical significance was defined as *p<0.05; **p<0.01; ***p<0.001.

**Figure 7:**
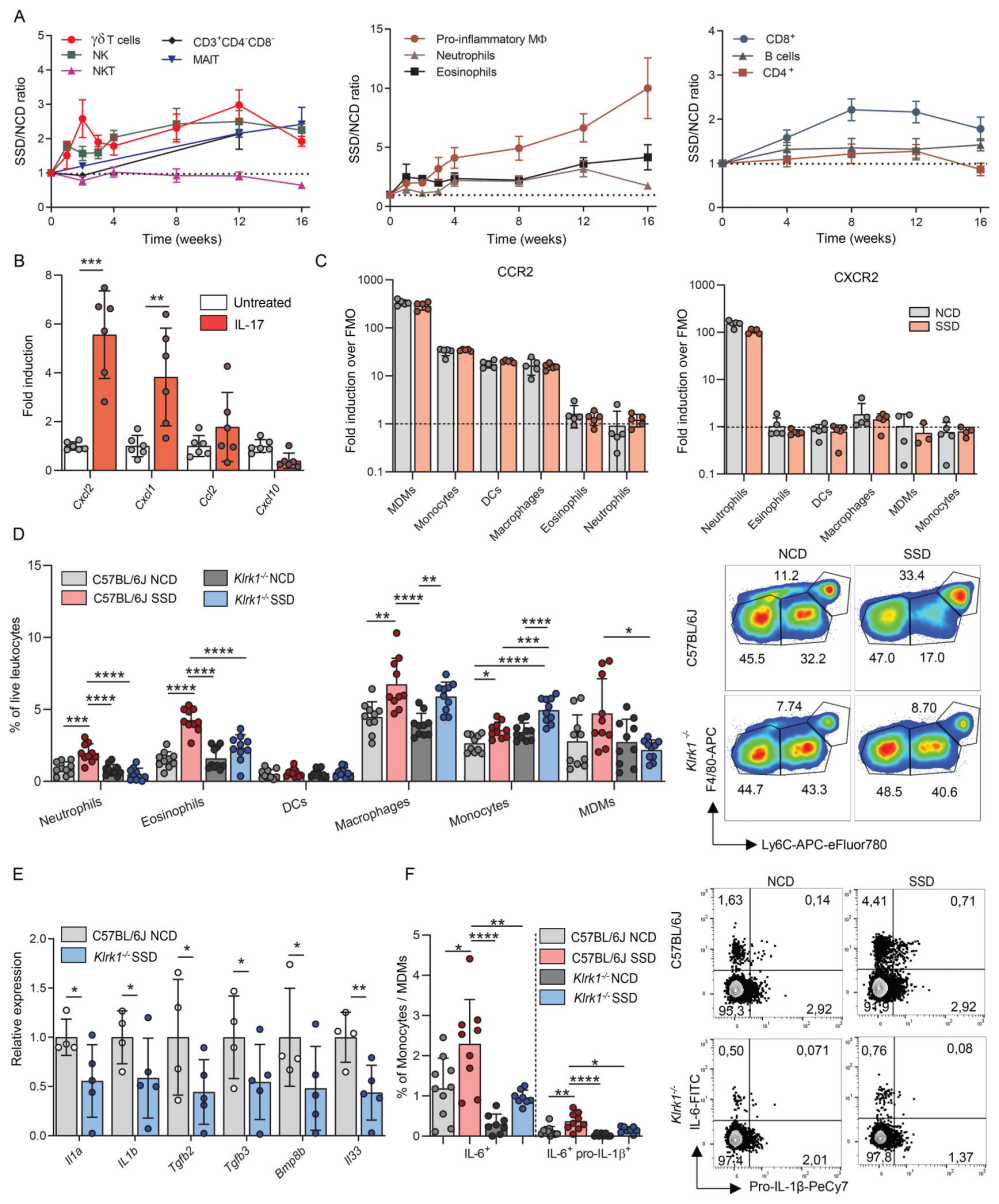
NKG2D mediates myeloid cell recruitment in the context of NASH. (a) WT mice were fed with an NCD or SSD and at the indicated times hepatic immune cell numbers were quantified by flow cytometry (n=6-10). (b) primary hepatocytes were cultured with or without IL-17A and expression of indicated chemokines was determined by qPCR (n=6). (c) WT mice were fed an NCD or SSD for 4 weeks and the levels of CCR2 and CXCR2 expression on indicated myeloid cell populations were measured by flow cytometry. (d) WT and *Klrk1*^*-/-*^ mice were fed for 4 weeks with an NCD or SSD. Hepatic leukocytes of the myeloid lineage were quantified by flow cytometry (n=10). Representative plots are gated for CD11b^+^F4/80^+^ cells. (e) WT and *Klrk1* ^*-/-*^ mice were fed an SSD for 3 weeks and the total transcriptome of liver tissue was analyzed by RNA sequencing. Expression of indicated genes associated with inflammation (n=3-5). (f) WT and *Klrk1*^*-/-*^ mice were fed an SSD for 4 weeks and hepatic leukocytes were restimulated *in vitro* with PMA/Ionomycin for 4h. Production of indicated cytokines was measured by flow cytometry (n=9-10). Representative FACS plots are gated for monocyte/MDM populations. Numbers represent the percentage of cytokine-producing cells. The data are representative of one experiment using 3-5 biological replicates (e), two pooled experiments (b,d,f) or at least two independent experiments (a,c). Shown are means +/- s.e.m. Statistical significance was determined by ANOVA with Bonferoni post-testing (d,f) or by unpaired t test (a,c,e). Statistical significance was defined as *p<0.05; **p<0.01; ***p<0.001. DCs – Dendritic cells, MDMs – Monocyte-derived macrophages

**Figure 8:**
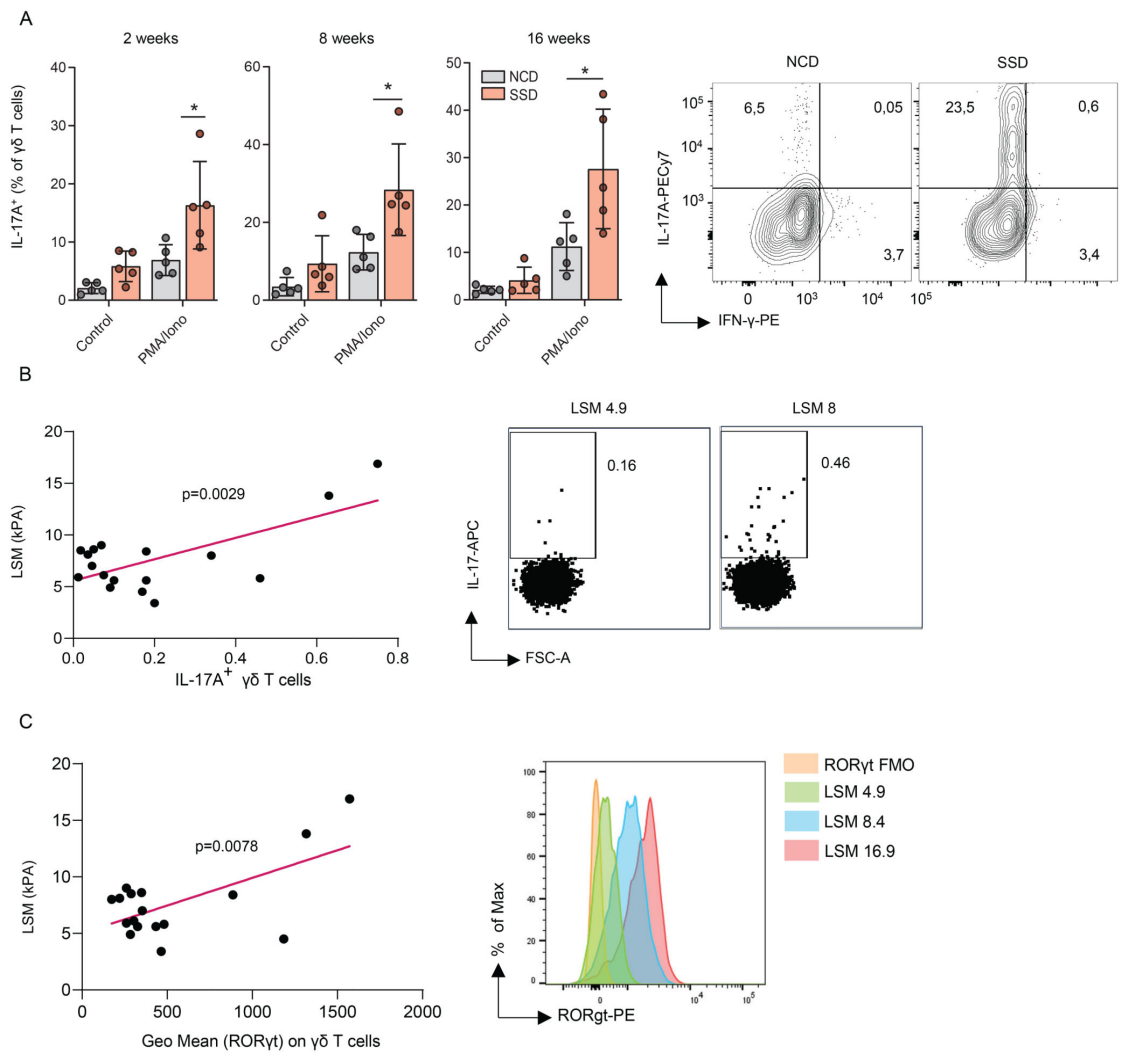
IL-17A^+^Roryt^+^ γδ T cells in blood are a potential non-invasive biomarker for human NASH (a) WT mice were fed with a NCD or SSD diet. At indicated time points, blood leukocytes were restimulated *in vitro* with PMA/Ionomycin and IL-17A production by γδ T cells was measured by flow cytometry (n=5). (b-c) human patients with MAFLD were analyzed for liver stiffness (LSM) by ultrasound measurement. Next, their peripheral blood mononuclear cells were restimulated *in vitro* with PMA/Ionomycin and γδ T cells were analyzed by flow cytometry. (b) correlation between liver stiffness measurement (LSM; an indicator of fibrosis) and IL-17A production by γδ T cells (n=18). (c) correlation between LSM and RORγt expression by γδ T cells (n=18). Shown are means +/- s.e.m. Statistical significance was determined by unpaired t-test (a), or by linear regression (b,c). Statistical significance was defined as *p<0.05; **p<0.01; ***p<0.001.

**Table:** List of materials and reagents

Reagent or resource	Supplier/source	Product identification nr.
Armenian hamster anti-mouse monoclonal antibody TCR gamma/delta (GL3)	eBioscience	17-5711-82
Armenian hamster anti-mouse monoclonal antiobody TCR beta (H57-597)	eBioscience	12-5961-82
Rat anti-mouse CD4 (RM4-5)	eBioscience	63-0042-82
Armenian hamster anti-mouse CD3e monoclonal antibody (Clone 145-2C11)	eBioscience	12-0031-82
Armenian hamster anti-mouse CD69 monoclonal antibody (Clone H1.2F3)	eBioscience	11-0691-81
Armenian hamster anti-mouse gdTCR monoclonal antibody (Clone GL-3)	eBioscience	17-5711-82
Fixable Viability Dye eFluor™ 506	eBioscience	65-0865-14
Rat anti-mouse CD8a monoclonal antibody (53-6.7)	eBioscience	48-0081-82
Rat anti-mouse CD19 monoclonal antibody (1D3)	eBioscience	78-0193-82
Rat anti-mouse IL-17A monoclonal antibody (eBio17B7)	eBioscience	25-7177-82
Mouse anti-mouse CD45.2 monoclonal antibody (Clone 104)	eBioscience	47-0454-82
Mouse anti-mouse IFNγ monoclonal antibody (Clone AN-18)	eBioscience	14-7313-81
Rat anti-mouse IFNg monoclonal antibody (XMG1.2)	eBioscience	12-7311-82
Rat anti-mouse TNF monoclonal antibody (MP6-XT22)	eBioscience	53-7321-82
Rat anti-mouse CD49b monoclonal antibody (DX5)	eBioscience	13-5971-82
Armenian hamster anti-mouse CD27 monoclonal antibody (LG.7F9)	eBioscience	12-0271-82
Rat anti-mouse CD11b monoclonal antibody (M1/70)	eBioscience	25-0112-82
Mouse anti-mouse NK1.1 monoclonal antibody (PK136)	eBioscience	47-5941-82
Rat anti-mouse CD335 (Nkp46) monoclonal antibody (29A1.4)	eBioscience	11-3351-82
Rat anti-mouse CD68 monoclonal antibody (FA-11)	eBioscience	25-0681-82
Rat anti-mouse CD68 monoclonal antibody (FA-11)	eBioscience	25-0681-82
Armenian hamster anti-mouse CD11c monoclonal antibody (N418)	eBioscience	63-0114-82
Ly-6G	eBioscience	48-9668-82
Rat anti-mouse Siglec F monoclonal antibody (1RNM44N)	eBioscience	46-1702-82
Rat anti-mouse Ly6G monoclonal antibody (1A8-Ly6g)	eBioscience	48-9668-82
Rat anti-mouse Ly6C monoclonal antibody (HK1.6)	eBioscience	12-5932-82
Rat anti-mouse MHC II monoclonal antibody (M5/114.15.2)	eBioscience	11-5321-85
Rat anti-mouse F4/80 (BM8)	eBioscience	17-4801-82
CD314 (NKG2D) (CX5)	eBioscience	25-5882-82
Rat anti-mouse/human/rhesus monkey ROR gamma (t) monoclonal antibody (AFKJS-9)	eBioscience	**61-6988-82**
Mouse anti mouse/human/rhesus monkey T-bet monoclonal antibody (4B10)	eBioscience	12-5825-82
Rat anti-mouse/human Eomes monoclonal antibody (Dan11mag)	eBioscience	53-4875-82
Armenian hamster anti-mouse TCRVγ1 monoclonal antibody (2.11)	Biolegend	141105
Armenian hamster anti-mouse TCRVγ2 (UC3-10A6)	Biolegend	137703
Sirian hamster anti-mouse TCRVγ3 (536)	Biolegend	137503
Mouse anti-mouse TCRVγ4 monoclonal antibody (UC3-10A6)	Biolegend	160602
Rat anti-mouse CD122 monoclonal antibody (TM-b1)	eBioscience	11-1222-82
Rat anti-mouse CD44 monoclonal antibody (IM7)	eBioscience	47-0441-82
Mouse anti- mouse/human/mammal/rat CD25 monoclonal antibody (CD25-3G10)	eBioscience	MA1-35144
Armenian hamster anti-mouse CD69 (H1.2F3)	eBioscience	25-0691-82
Rat atni-mouse CD127 monoclonal antibody (A7R34)	eBioscience	12-1271-82
Rat anti-mouse CD16/32 monoclonal antibody (93)	eBioscience	16-0161-82
Mouse anti-mouse CD45.2 monoclonal antibody (104)	eBioscience	56-0454-82
Rat anti-mouse IgM (II/41)	eBioscience	12-5790-82
Rat anti-dog/monkey/human/mouse Ki-67 monoclonal antibody (SolA15)	eBioscience	11-5698-82
Rat anti-mouse CD206 monoclonal antibody (MR5D3)	BD Biosciences	MA5-16870
Mouse anti-human gdTCR monoclonal antibody (B1.1)	eBioscience	TCR2720
Mouse anti-human CD161 (HP-3G10)	eBioscience	12-1619-42
Rat anti-mouse ROR gamma t monoclonal antibody (B2D)	eBioscience	12-6981-82
Mouse anti-human NKG2D monoclonal antibody (1D11)	eBioscience	46-5878-42
Mouse anti-human CD45 monoclonal antibody (HI30)	eBioscience	MHCD4531
Mouse anti-human IL-17A monoclonal antibody (eBio64DEC17)	eBioscience	17-7179-42
Mouse anti-human CD8 monoclonal antibody (OKT8)	eBioscience	47-0086-42
Mouse anti-human CD4 monoclonal antibody (OKT4)	eBioscience	**63-0048-42**
Mouse anti-human CD3 monoclonal antibody (OKT3)	eBioscience	67-0037-42
Vα7.2 (REA179)	Miltenyi	130-100-188
Rat anti-mouse IFNγ (biotinylated)monoclonal antibody (Clone R4-6A2)	eBioscience	13-7312-81
Rat anti-mouse IFNβ monoclonal antibody (Clone 7F-D3)	abcam	ab24324
Rat anti-mouse TNFα monoclonal antibody (Clone MP6-XT22)	eBioscience	11-7321-82
Rat anti-mouse CD11b monoclonal antibody (M1/70)	BD	612800
Rat anti-mouse CD11b monoclonal antibody (M1/70)	Biolegend	101239
Armenian hamster anti-mouse CD11cmonoclonal antibody (N418)	eBioscience	35-0114-82
Rat anti-mouse CD127 monoclonal antibody (A7R34)	Biolegend	135027
Rat anti-mouse CD16/32 monoclonal antibody (93)	Biolegend	101301
Rat anti-mouse CD172a monoclonal antibody (P84)	BD	740282
Rat anti-mouse CD19 monoclonal antibody (1D3)	BD	612971
Rat anti-mouse CD206 monoclonal antibody (C068C2)	Biolegend	141734
Armenian hamster anti-mouse CD27monoclonal antibody (LG.3A10)	Biolegend	124216
Rat anti-mouse CD3 monoclonal antibody (17A2)	Biolegend	100220
Rat anti-mouse CD4 monoclonal antibody (GK1.5)	Biolegend	100473
Rat anti-mouse CD44 monoclonal antibody (IM7)	BD	612799
Rat anti-mouse CD45 monoclonal antibody (30-F11)	Biolegend	103216
Rat anti-mouse CD45 monoclonal antibody (30-F11)	BD	564279
Hamster anti-mouse CD49a monoclonal antibody (Ha31/8)	BD	740144
Rat anti-mouse CD49b monoclonal antibody (DX5)	BioLegend	108918
Rat anti-mouse CD62L monoclonal antibody (MEL-14)	BioLegend	104433
Mouse anti-mouse CD64 monoclonal antibody (X54-5/7.1)	BioLegend	139309
Armenian hamster anti-mouse CD69monoclonal antibody (H1.2F3)	BioLegend	104530
Rat anti-mouse CD8 monoclonal antibody (53-6.7)	BD	612898
Rat anti-mouse CD88 monoclonal antibody (20/70)	BD	747227
Rat anti-mouse CD90 monoclonal antibody (30-H12)	BioLegend	105329
Rat anti-mouse CD90 monoclonal antibody (30-H12)	BioLegend	105327
Mouse anti-mouse CX3CR1 monoclonal antibody (SA011F11)	BioLegend	149027
Rat anti-mouse ESAM monoclonal antibody (1G8/ESAM)	BioLegend	136203
Rat anti-mouse F4/80 monoclonal antibody (BM8)	BioLegend	123135
Rat anti dog/cat/pig/mouse Foxp3 monoclonal antibody (FJK-16s)	eBioscience	61-5773-82
Rat anti-mouse Ly6C monoclonal antibody (HK1.4)	BioLegend	128037
Rat anti-mouse Ly6G monoclonal antibody (1A8)	BD	565707
Rat anti-mouse/human MHCII monoclonal antibody (M5/114.15.2)	BioLegend	107616
Rat anti-mouse/human MHCII monoclonal antibody (M5/114.15.2)	BioLegend	107622
Mouse anti-mouse NK1.1 monoclonal antibody (PK136)	Biolegend	108724
Mouse anti-mouse NK1.1(monoclonal antibody PK136)	BioLegend	108745
Rat anti-mouse Siglec-F monoclonal antibody (E50-2440)	BD	562757
Rat anti-mouse Siglec-F monoclonal antibody (E50-2440)	Biolegend	747316
anti-mouse Siglec-H monoclonal ibody (551)	oscience	46-0333-80
Hamster anti-mouse TCRb monoclonal antibody (H57-597)	Biolegend	109209
Rat anti-mouse Tim4 monoclonal antibody (RMT4-54)	Biolegend	130007
Mouse anti-mouse XCR1 monoclonal antibody (ZET)	Biolegend	148220
Rat anti-mouse CD192 (CCR2)-PE	BD Pharmingen	747963
Rat anti-mouse CD182 (CXCR2)-BV421	BD Pharmingen	566622
Recombinant human anti-mouse IL-1β pro-form antibody (REA577)	Miltenyi Biotec	130-109-043
Recombinant human anti-mouse IL-6 antibody (REA1034)	Miltenyi Biotec	130-117-582
Rat anti-mouse CD45 monoclonal antibody (30-F11)	oscience	13-0451-82
Mouse anti-human CD16 monoclonal antibody (3G8)	BD Pharmingen	612944
Mouse anti-human CD161 monoclonal antibody (HP-3G10)	BD Pharmingen	749223
Mouse anti-human CD19 monoclonal antibody (HIB19)	eBioscience	62-0199-42
Mouse anti-human CD45 monoclonal antibody (2D1)	BioLegend	368549
Mouse anti-human CD3 monoclonal antibody (UCHT1)	BD Pharmingen	612895
Mouse anti-human CD8a monoclonal antibody (RPA-T8)	BioLegend	301038
Mouse anti-human CD4 monoclonal antibody (RPA-T4)	BioLegend	300519
Mouse anti-human CD56 monoclonal antibody (5.1H11)	BioLegend	362543
Mouse anti-human TCR Vα7.2 monoclonal antibody (3C10)	BioLegend	351705
Mouse anti-human IL-17A monoclonal antibody (BL168)	BioLegend	512320
Fc block (clone 2.4G2)	Produced in house	568093
Rat anti-mouse NKG2D (MI-6)	eBioscience	16-5880-82
goat anti-rat IgG-HRP	Jackson ImmunoResearch	112-035-003
donkey anti-goat IgG-HRP	Invitrogen	A15999
αSMA 1A4	Invitrogen	**14-9760-82**
αCD3 145-2C11	eBioscience	16-0032-82
Ki-67 (TEC-3)	Dako	M7240
Goat anti-human IL-17A	R&D	AF-317-NA
αMICA/B (BAMOI)	Made in house (AS)	
αULBP1 (AUMO2)	Made in house (AS)	
αULBP3 (CUMO3)	Made in house (AS)	
goat anti-mouse IgG-HRP	Jackson ImmunoResearch	115-035-003
Rabbit anti-mouse CD45 (D3F8Q)	Cell Signaling	70257S
Goat anti-mouse IgG Alexa Fluor-647	Abcam	ab150083
Rat anti-mouse Ki-67	Invitrogen	14-5698-82
Goat anti-rat IgG Alexa Fluor 594	Invitrogen	1008647
Capture antibody IL-17A	eBioscience	eBio17CK15A5
biotinylated detection antibody	eBioscience	eBio17B7
Polyvinyl alcohol 4-88	Fluka Chemika	81381
DAPI (4’,6-Diamino-2-Phenylindole, Dilactate)	BioLegend	422801
mouse tetramer MR1 5-OP-RU-PE	NIH Tetramer Facility	
mNKG2D-hFc	produced in house	
Brefeldin A	eBioscience	00-4506-51
TCRVγ6 (17D1) was made in house		00-4506-51
Citrate (tri-sodium citrate dehydrate)	Kemika	1405407
Collagenase I	Sigma Aldrich	1148089
Collagenase (IV) D	Sigma Aldrich	11088858001
DMEM (4.5 g/L glucose, w L-glutamine)	Pan Biotech	P04-01549
DMSO (Dimethyl sulphoxide)	Gram-mol	P04-03550
DPBS (Dulbecco’s phosphate-buffered saline)	Pan Biotech	P120601
Fetal Bovine Serum (pretested for ES cells)	Pan Biotech	P04-36500
Fetal Bovine Serum (FBS Standard)	Pan Biotech	2602-P260328P30-2602
Fixation/Permeabilization Concentrate	Invitrogen	P30-3306
Fixation/Permeabilization Diluent	Invitrogen	00-5123
Formaldehyde (4% NB)	Biognost	00-5223
DNase		FNB4
HBSS	Sigma Aldrich	H8264
HBSS w/o	Sigma Aldrich	H55037C
IC Fixation Buffer	Invitrogen	P04-80100
ACK (Ammonium-Chloride-Potassium)	Sigma Aldrich	254134, 237205
Lymphoprep	Serumwerk Bernburg	04-03-9391/01
Ionomycin	Sigma Aldrich	407952
HEPES	Merck	7365-45-9
Mayer’s hematoxylin	Sigma Aldrich	MDL# MFCD00078111
Streptavidin-PE-Cyanine5	eBioscience	15-4317-82
Streptavidin- Super Bright 436	eBioscience	62-4317-82
Streptavidin-Super Bright 645	eBioscience	64-4317-82
Streptavidin-APC-eFluor780	eBioscience	47-4317-82
ketamine	Vetoquinol	Vm 08007/4090
xylazine	Vetoquinol	VTQ417633
NucleoZOL	Macherey-Nagel	593-84-0
o-Phenylenediamine dihydrochloride(OPD)	Sigma Aldrich	740404
Penicillin-Streptomycin	Pan Biotech	P4664
Percoll	Cytiva	P06-07100
Permeabilization Buffer (10x)	Invitrogen	17089101
EDTA VWR Life Sciences	(VWR Life Sciences)	00-8333
PMA (Phorbol 12-myristate 13- acetate)	Sigma Aldrich	P1839
RBC Lysis Buffer	eBioscience	00-4333-57
Liberase™ Research Grade	Sigma-Aldrich	00430054
Williams E medium PAN Biotech	PAN Biotech	P04-29500
Oleic acid	Merck	05508
RPMI 1640	Pan Biotech	P04-18047
Sirius Red (Direct Red 80)	Sigma Aldrich	P04-22100
Cholesterol	SSNIFF	R143C040
Sodium Pyruvate	Sigma Aldrich	P2256
Sunflower Seed Oil	Sigma Aldrich	47123
Topro3	Invitrogen	S5007
Trypsine/EDTA (10x)	Pan Biotech	T3605
Tween20	Sigma Aldrich	P10-024100
IL-17A	PreproTech	P1379
Fructose	SSNIFF	R111F040
Fructose	SpecialIngredients	5056191008429
MCD (methionine and choline deficient diet)	SSNIFF	E15653-94
Albumin fraction V	Roth	T844.3
NaN_3_	Alfa Aesar	U17D012
Fixable Viability Dye eFluor 780	eBioscience	65-0865-14
Fixable Viability Dye eFluor 506	eBioscience	65-0866-14
Bodipy^493/503^	BD Biosciences	D3922
Fixable Viability Kit (LIVE/DEAD Blue)	Thermo fisher	L23105
EDTA	Kemika	1136808
Tris buffer	Roth	4855.2
goat serum	Dako	X090710-8
H_2_O_2_	Gram mol	P154903
DAB	Dako	K3468
Entellan	Sigma-Aldrich, USA	1079600500
Instant Eosin	Thermo Scientific	6765540
TritonX	Sigma Aldrich	X100
SYBR Green dye	Eurogentec	UF-NSMT-B0701
Glacial acetic acid	Kemika	1500301
Picric acid	Sigma Aldrich	319287
Reverse Transcription Core Kit	Eurogentec	RT-RTCK-03
Takyon No Rox SYBR MasterMix dTTP Blue	Eurogentec	43-695
BrdU flow kit	BD Biosciences	559619
FoxP3 staining buffer set	eBioscience	00-5523-00
Fix/Perm kit	BD Biosciences	554714
Balbc	Jackson Laboratories	JAX:000651
C57BL/6 (B6; line 664)	Jackson Laboratories	JAX: 000664
C57BL/6J CD45.1 (2014)	Jackson Laboratories	JAX: 002014
*LysM*Cre (4781)	Jackson Laboratories	JAX: 004781
*Alb*Cre (3574)	Jackson Laboratories	JAX: 003572
GFAP-Cre line 77.6 (024098)	Jackson Laboratories	JAX: 024098
*Cα*^*fl*^/^*fl*^	Produced in house	PMID: 11447257
TCRd^-/-^	Prof. AdrianHayday; London, England	JAX: 002116
*Klrkl*-/-	Produced in house	PMID: 19631564
*Klrkl*fl/^fl^	Produced in house	PMID: 21898152
*lll7ra*fl/^fl^	Ari Waisman;Mainz, Germany	PMID: 22951726
Del^Cre^	Taconic	JAX: 0012524
Mr1–/– *Rorcgt-GFPTG *B6-MAITCAST	Olivier Lantz; Paris,France	PMID: 6524590
Mr1+/+ *Rorcgt-GFPTG *B6-MAITCAST	Olivier Lantz; Paris,France	PMID: 6524590
*NCR1Cre*	Veronica Sexl;Vienna, Austria	PMID: 21127177
*Cd1d-/-*	Thomas Wunderlich, Max Planck, Germany	JAX: 008881
*Cd4*Cre	D. Littman; New York, NY, USA	PMID: 12121668
*Hcst*-/-	M. Colonna; St.Louis, MO, USA	PMID: 19247984
HPRT forward 5’- TGAAGAGCTACTGTAATGATCAGTCAAC-3’	Metabion International AG	Custom
HPRT reverse 5’-AGCAAGCTTGCAACCTTAACCA-3’)	Metabion International AG	Custom
(PanRae1ε forward5’-CAGGTGACCCAGGGAAGATG-3’;	Metabion International AG	Custom
PanRae1ε reverse 5’-CTCAACTCCTGGCACAAATCG-3’):,	Metabion International AG	Custom
MULT1 (MULT1 forward 5’-CTCATAGGAACAGCATGA-3’	Metabion International AG	Custom
MULT1 reverse 5’-TCCTGTGAAATGTTTGTC-3’),	Metabion International AG	Custom
H60 (H60 forward 5’-GAGCCACCAGCAAGAGCAA-3’	Metabion International AG	Custom
H60 reverse 5’-CCAGTATGGTCCCCAGATAGCT-3’),	Metabion International AG	Custom
CXCL2 (CXCL2 forward 5’- CCCAGACAGAAGTCATAGCCAC-3’	Metabion International AG	Custom
CXCL2 reverse 5’- CTTCCGTTGAGGGACAGCAG-3’),	Metabion International AG	Custom
CXCL1 (CXCL1 forward 5’- CAGACCATGGCTGGGATTCA-3’;	Metabion International AG	Custom
CXCL1 reverse 5’-ACTTGGGGACACCTTTTAGCAT-3’),	Metabion International AG	Custom
CCL2 (CCL2 forward 5’-GCCTGCTGTTCACAGTTGC-3’;	Metabion International AG	Custom
CCL2 reverse 5’- TTGAGCTTGGTGACAAAAACTAC-3’)	Metabion International AG	Custom
CXCL10 (CXCL10 forward 5’-ATGACGGGCCAGTGAGAATG-3’;	Metabion International AG	Custom
CXCL10 reverse 5’-AGGAGCCCTTTTAGACCTTTTT-3’)	Metabion International AG	Custom
7500 Software	Applied Biosystems; Life Technologies	
Fiji/ImageJ	*Nature Methods*,*9*(7), 676−682.	doi:10.1038/nmeth.2019
FlowJo	FlowJo LLC, BD Life Sciences	https://imagej.net/software/fiji/
GraphPad Prism	GraphPad Software	
MicroWin	Berthold Technologies	
Cell^ B Soft Imaging System	Olympus	
Mithras LB940 ELISA plate reader	Berthold technologies	

## Data Availability

All unique materials and reagents will be made available by the corresponding author upon reasonable request. RNA-sequencing datasets generated in this paper are available under accession code GSE200482.

How the deposited data were processed for this re-analysis (not part of the article)

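Whole-liver RNA of 16 mice was analysed, 4 WT mice and 4 Klrk1-/- mice fed NCD and 5 WT mice and 3 Klrk1-/- mice fed SSD for 3 weeks. Each mouse is 1 library, and the groups were taken from the sample labels. The replicate numbers used for pairing come from those labels too, and the same number in different groups belongs to different mice. A block on these numbers keeps only the mice whose number occurs in every group compared, so it also leaves mice out. The NCD-fed WT mice are numbered 1, 2, 3 and 5.

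The authors sequenced single reads, checked them with FastQC, aligned them to GRCm39 with STAR and counted them per gene with FeatureCounts on the GENCODE annotation. The signal per gene and sample that they deposited is a normalized count, the count divided by 1 factor per sample. The paper's methods name DESeq2 for fold changes, but the text does not say how the factors of the deposited table were computed. The deposited table also gives the fraction of G and C bases of each gene and the length of each gene in bases, which the authors took from their annotation by steps the text does not describe. These gene properties served in checks of GC content and gene length. Every deposited column with a value per sample was used.

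In each sample the normalized counts are whole multiples of 1 step, and dividing by that step gave whole reads for 100% of the values. Samples held between 19892025 and 28936707 reads on genes. Of the genes in the table, 6948 had 0 reads in every sample, and 22 gene names are shared by more than 1 gene, which were kept apart by their Ensembl identifiers. A sample with 3 reads or fewer of a gene was taken to be at the floor. Coordinates are those of the deposited table, on GRCm39. Overlaps between genes were read from the GENCODE annotation in hand, in which 25505 genes were found by identifier, all on the same chromosome at overlapping positions.

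Since the values are normalized counts, the main test was limma's trend method (limma 3.58.1 in R 4.3.3) on log2(normalized count + 1), with only the groups compared in each model and all 16 mice in the model of the diet by genotype interaction. Genes with a mean normalized count of at least 10 over the mice of a model were tested, and p-values were adjusted by the Benjamini-Hochberg method. A gene was called at an adjusted p under 0.05 and a log2 fold change beyond 1 in either direction. The log2 fold change on this scale understates the change of genes with few reads. Single genes were also tested by exact two-sided permutation of the mice. The smallest p this allows is 0.0159 for SSD against NCD in WT mice, 0.0357 for Klrk1-/- against WT on SSD, 0.0286 for Klrk1-/- against WT on NCD and 0.0571 for SSD against NCD in Klrk1-/- mice, so the last cannot reach 0.05. Gene lists were tested with limma's camera method at an inter-gene correlation of 0.01, two-sided, adjusted by the Benjamini-Hochberg method over the 30 lists of a comparison. The lists were written from general knowledge of the genes, and 4 of them hold the genes the paper names. The paper's over-representation analysis was not repeated, and KEGG was not used. Sets of genes that carry a Gene Ontology term in the deposited table (13 sets), Reactome sets shipped with fgsea 1.28.0 (10 sets) and over-representation of Reactome sets were added after the data were seen. The mean log2 value of a list in each mouse, tested by exact permutation, was also added then.

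The genes named in the text are every gene the paper names in its text or in Fig. 2g, Fig. 5c and Fig. 7e, the 3 largest rises and the 3 largest falls of each comparison among called genes whose groups do not overlap, and members of a list where the text is about that list. Other genes in the closing observations were chosen after their values were seen.

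Alternatives were a pseudocount of 0.5 or 10, no minimum mean or a minimum of 50, no variance trend, robust variances, array weights, every sample scaled to the same total, quantile normalization, edgeR 4.0.16 (quasi-likelihood test) and DESeq2 1.42.0 on the recovered reads, the replicate number as a block, all 4 groups in 1 model, a fold limit of 1.5 or none, unadjusted p-values and each mouse left out in turn. For the lists they were also an inter-gene correlation of 0.05 or estimated from the data, and 10000 random lists matched on mean expression. DESeq2 without a minimum mean and corrections for GC content and gene length were added after the data were seen.

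The scripts were tested on simulated data drawn from the means and library sizes of the real samples, with 200 genes changed 4-fold. Recovery of smaller changes was not tested. Limma recovered 97.3% of the changed genes it tested for SSD against NCD in WT mice (12628 genes tested), 95% for Klrk1-/- against WT on SSD (13095 genes), 98.5% for Klrk1-/- against WT on NCD (12566 genes), 99% for SSD against NCD in Klrk1-/- mice (12639 genes) and 89.9% for the interaction (12639 genes). Limma called between 1 and 5 unchanged genes in each, and edgeR up to 8 and DESeq2 up to 14 for Klrk1-/- against WT on SSD. In simulated data without changed genes, limma called at most 1 gene per comparison, edgeR at most 2 and DESeq2 at most 4. For lists, 1 of 21 lists of 30 genes was raised among 13086 genes and had an adjusted p of 8.49e-65, and no other list was called. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.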

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

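The tests in this part were chosen after the results they bear on were seen.

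In 11 of 147 groups of values, 1 mouse lay farther from the others than Dixon's critical value, where chance would give 7.3 if the groups were independent. NCD-fed WT replicate 2 was low in Il1b, at 12.1 normalized counts against 29.8 to 30.1 in the other mice of its group, in Ccr2, at 23.2 against 35.2 to 37.4, and in the mean log2 value of the IL-17 targets, at 4.31 against 5.56 to 5.77. NCD-fed Klrk1-/- replicate 3 was low in the mean log2 value of the acute phase genes, at 11.78 against 12.00 to 12.04, and of the chemokine receptors, at 4.42 against 4.66, and high in that of the interferon response, at 8.21 against 7.89 to 7.94, and of the NKG2D ligands, at 7.48 against 6.21 to 6.39. The others were NCD-fed Klrk1-/- replicate 1 in the B cell genes (4.98 against 5.62 to 5.72), SSD-fed WT replicate 1 in the circadian clock genes (7.92 against 8.22 to 8.34), NCD-fed WT replicate 1 in the gamma delta T cell genes (8.88 against 9.00 to 9.01) and NCD-fed Klrk1-/- replicate 2 in its reads (20842235 against 22215688 to 22428933). A mislabelled or mixed sample was weighed for NCD-fed Klrk1-/- replicate 3, whose Klrk1 was at 8.71 normalized counts, below every NCD-fed WT mouse. The 11 values fall on 6 mice, 4 of them on NCD-fed Klrk1-/- replicate 3 and 3 on NCD-fed WT replicate 2, and values of the same mouse are not independent, so their number cannot be set against chance. The design offers no condition that parts mice within a group, and no biological explanation was tested.

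The effect of the diet differed between genotypes in 70 genes, 13 with a larger and 57 with a smaller coefficient in Klrk1-/- mice. Of 100 splits that part as many same-numbered mice as the real one, 10 gave as many genes, the real one included. Among the 9 others, 8 keep or swap the genotypes of all mice on 1 diet and so measure the genotype difference, with up to 868 genes. Of 100 splits of any kind, 3 gave as many genes. Between genotypes 8 of the 30 lists differed in their response to the diet. As many lists were found in 48 of the 100 splits that part same-numbered mice and in 46 of the 100 of any kind, so the number of lists cannot be told apart from that of other groupings of the mice. By camera, the median interaction was -1.37 for the cell cycle list, with 5 of 33 genes positive (adjusted p = 3.88e-11), -0.50 for the interferon response, with 1 of 19 (adjusted p = 0.000212), and -0.93 for monocytes and macrophages, with 2 of 16 (adjusted p = 0.000398). It was -0.37 for IL-6 regulation, with 13 of 49 (adjusted p = 0.00559), -0.69 for Kupffer cells, with 1 of 8 (adjusted p = 0.00559), -0.45 for fibrosis genes, with 6 of 41 (adjusted p = 0.0105), and -0.46 for B cells, with 1 of 9 (adjusted p = 0.0336). The B cell list was no longer past the threshold in 13 of 28 alternatives (range 0.00598 to 0.49), 6 of them among the 16 that left out a mouse, fibrosis genes in 5 of 29 (range 8.92e-07 to 0.637) and IL-6 regulation in 3 of 29 (range 0.00072 to 0.49). The cell cycle, interferon, monocyte and macrophage, and Kupffer cell lists lost it in 1 of 29 each, with the estimated correlation. The list of IL-17 targets shown by the paper had a median of -1.31, with 0 of 7 positive (adjusted p = 0.00741), which shows no stability since the paper chose these genes for being low in the same Klrk1-/- mice.

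For the cell cycle list, the largest of these effects, the adjusted p was 2.56e-11 with every library thinned to the lowest depth, 5.12e-11 after a correction for GC content, 4.47e-11 after a correction for gene length and 2.58e-10 without SSD-fed WT replicate 1. Thinning moved the interaction of its genes by a median of 0.0604, and neither depth nor that mouse alone accounts for it. The corrections for GC content and gene length moved it by a median of only 0.0169 and 0.013, so they do not settle whether the pattern can be told apart from those explanations. Its median came with a rise in SSD-fed WT mice (median log2 fold change 1.27, 33 of 36 genes higher) and none in Klrk1-/- mice (-0.08, adjusted p = 0.767). A candidate explanation is more dividing cells in the liver of SSD-fed WT than of SSD-fed Klrk1-/- mice. The paper reports Ki67 staining mainly in immune cells, and less of it in Klrk1-/- livers, after 1 year of SSD, a later time than here. The number of lists called was matched by other groupings, but that count does not test the cell cycle list itself. Which cells express these genes cannot be read from whole liver, so the pattern is not called biological here.

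The paper does not report the comparison of SSD-fed with NCD-fed Klrk1-/- mice, in which 704 of 12904 genes were called, 327 higher and 377 lower on SSD. With every sample scaled to the same total it was 678 higher and 271 lower, and the median of all genes moved to 0.253. The real split was the 1 of 35 with as many genes, and the 1 of 8 that part as many same-numbered mice, a design that cannot give a share under 0.05. For the number of lists these were 4 of 35 and 1 of 8. The diets did not overlap in 689 of the 704 genes and in 37.6% of all genes tested, where chance gives 5.7%. Of the genes tested in both genotypes, 448 were called for the diet in each, where 56.6 are given by chance, and 446 of them changed in the same direction. The largest rises without overlap were in Myo15, which overlaps Drg2 and was at 1631, 73.1 and 3.43 normalized counts in the SSD-fed mice and at the floor in all NCD-fed ones (adjusted p = 0.013, but 0.0971 with robust variances and 0.0539 without SSD-fed replicate 1), Fgf21 (log2 fold change 5.43, adjusted p = 4.47e-06) and Cyp4a14 (5.35, adjusted p = 3.06e-06). The largest falls were in Chrna4 (-9.90, adjusted p = 4.23e-08), Sqle (-7.19, adjusted p = 1.14e-11) and Mup7 (-5.78, adjusted p = 1.25e-06), a member of a multigene family between whose genes reads can be split. All 25 genes of cholesterol biosynthesis were lower, with a median of -2.37 (camera adjusted p = 7.69e-27, and 2.6e-27 with every library thinned to the lowest depth). Thinning cannot move the normalized counts of abundant genes such as these, but the depths of the Klrk1-/- libraries differed at most 1.35-fold, with the SSD-fed mice deeper, so a difference in depth does not account for the fall. A lower need for cholesterol synthesis on a diet that contains cholesterol may explain it in both genotypes, as a hypothesis that was not tested further.

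The paper does not report which genes differed between genotypes on both diets. There were 28, Klrk1 itself included, where 2 are given by chance, all in the same direction, in mice that are different animals on each diet. Gdpd3 had log2 fold changes of 3.69 on SSD and 3.13 on NCD, Noct of -2.17 and -2.09, Alad of 1.24 and 1.07, Tymp of 1.47 and 1.67, Saa1 of -2.12 and -2.05, Cyp7a1 of -1.42 and -1.49, and Hspa1a of -2.06 and -2.02. Tymp overlaps Sco2, which is also among the 28, and Saa1 and Saa2 are near copies between which reads can be split. A chromosome segment of another strain around Klrk1 was tested by position. Of the 12691 genes other than Klrk1 tested on both diets, 298 were called on either diet, and 1 of these lay within 10 Mb of Klrk1, where 3 are given by chance (exact one-sided hypergeometric test, p = 0.952). Strain segments elsewhere were examined by counting pairs of the 28 genes within 1 Mb, overlapping genes and genes of 1 family left out after the count with them had been seen. There were 0 such pairs, but the median of 10000 random sets is also 0 and close pairs such as Saa1 and Saa2 had been left out. Mrgpre, 1 of the 28, starts at 143332100 on chromosome 7. It lies near Tnfrsf23 (143219546 to 143239609), which is not among the 28 and so could not be counted. The pattern thus cannot be told apart from such segments. Nor can it be told apart from genotype differences that do not depend on the diet, since the count of 28 only restates the observation. The time of collection was not excluded either, and Noct and Hspa1a are among the 28. For the genes other than Klrk1, whether the loss of NKG2D or another difference between the 2 colonies is behind them cannot be told from these samples.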

How the results depend on the processing

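The alternatives were chosen before the data were examined, apart from DESeq2 without a minimum mean, the corrections for GC content and gene length and the mean log2 value of a list, which were chosen after seeing the data. List scores of SSD-fed against NCD-fed Klrk1-/- mice are not given, since 3 mice against 4 cannot pass the threshold. For the changes below the cause was not tested.

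Of the 1179 genes called between SSD-fed and NCD-fed WT mice, a minimum mean of 50 left 749, and scaling to the same total gave 1921, of which 1051 were among the 1179. A fold limit of 1.5 gave 2522 genes and no fold limit 4568. For Klrk1-/- against WT mice on SSD (151 genes), the count was 96 with a pseudocount of 10, 85 with a minimum mean of 50, 93 without the variance trend, 306 with array weights, 365 with DESeq2, 393 with DESeq2 without a minimum mean, 332 with the replicate block, 287 with all 4 groups in 1 model, 279 with a fold limit of 1.5, 381 with none and 442 with unadjusted p-values. DESeq2 shared 148 of the 151 genes, and the block and array weights 137 each. On NCD (219 genes) a fold limit of 1.5 gave 744 and none 1679. In Klrk1-/- mice (704 genes between the diets) a minimum mean of 50 left 469, a fold limit of 1.5 gave 1696 and none 3790. The interaction (70 genes) gave 46 without the variance trend, 161 with array weights, 196 with DESeq2, 192 with DESeq2 without a minimum mean, 45 with the replicate block, 111 with a fold limit of 1.5, 115 with none and 415 with unadjusted p-values. The other 66 counts of genes were within 1.5 times. With each mouse left out in turn, the count ranged from 1013 to 1367 for the diet in WT mice, from 35 to 251 for the genotype on SSD, from 132 to 258 on NCD, from 645 to 749 for the diet in Klrk1-/- mice and from 28 to 130 for the interaction. The replicate block gave 981 genes for the diet in WT mice, 278 for the genotype on NCD and 724 for the diet in Klrk1-/- mice, where same-numbered mice deviated together with mean correlations of -0.08, 0 and 0.08 across genes.

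With the inter-gene correlation estimated from the data, 0 lists had an adjusted p under 0.05 in any comparison, and at an unadjusted p under 0.05 there were 2 for the diet in WT mice, 1 for the genotype on SSD, 0 on NCD, 3 for the diet in Klrk1-/- mice and 1 for the interaction. For the diet in WT mice (10 lists), the same total left 6, a correlation of 0.05 left 5 and random lists gave 16. On NCD (1 list), the same total gave 3, random lists 4, and quantile normalization and the replicate block 0, with 7 and 5 lists at an unadjusted p under 0.05. For the diet in Klrk1-/- mice (8 lists) a correlation of 0.05 left 4. The interaction (8 lists) gave 13 without a minimum mean, 14 with the replicate block, 5 with a correlation of 0.05 and 15 with random lists. With each mouse left out, the lists ranged from 1 to 4 for the genotype on NCD and from 7 to 15 for the interaction.

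In the diet comparison of WT mice, the estimated correlation put the adjusted p of cholesterol biosynthesis at 0.296 (range 2.46e-55 to 0.296) and of fibrosis genes at 0.73 (range 1.24e-10 to 0.73), whose list score had 0.11. The direction of the list test turned to lower for chemokines with the same total (0.488, range 0.0885 to 0.845). For inflammatory cytokines it did so with the same total (0.79), quantile normalization (0.788) and random lists (0.846, range 0.348 to 0.938). With the same total the medians of these lists, 0.77 and 0.53, were above the 0.342 of all genes. For the genotype on SSD, chemokines were no longer past the threshold with the same total (0.284), quantile normalization (0.0626), a correlation of 0.05 (0.116), the estimated one (0.541) and the list score (0.226), in a range of 0.00075 to 0.541, and of 0.00201 to 0.0661 with each mouse left out. IL-17 targets (range 6.61e-06 to 0.427) and IL-6 regulation (range 1.18e-06 to 0.427) had 0.427 with the estimated correlation and 0.0824 by list score, which is the adjusted value of the smallest possible exact p of 0.0357 and so shows no instability. Inflammatory cytokines had the same values there, and 0.174 with a minimum mean of 50 and 0.107 with random lists (range 0.000984 to 0.427). On NCD, acute phase genes had 0.0805 with quantile normalization, 0.124 with the replicate block, 0.888 with the estimated correlation and 0.143 by list score (range 4.22e-06 to 0.888), the adjusted value of the smallest possible exact p of 0.0286. Chemokines turned higher with the block (0.845, median 0.03; range 0.249 to 0.976, also the range with each mouse left out), and IL-17 targets passed the threshold with random lists (0.005, range 0.000702 to 0.919, and 0.000702 to 0.492 with each mouse left out). In Klrk1-/- mice the cell cycle list turned higher on SSD with array weights (0.854, range 0.27 to 0.996, and 0.295 to 0.996 with each mouse left out). The interaction of IL-17 targets passed without a minimum mean (0.0443), with the block (0.007) and with random lists (0.00218, range 0.00218 to 0.537, and 0.0186 to 0.537 with each mouse left out). Over the 34 list results and these alternatives, 394 values had the same direction and side of the threshold, 57 were no longer past it, 6 newly past it and 6 reversed, and with a mouse left out these were 323, 14, 10 and 2.

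Among single genes, the log2 fold change of Cxcl2 for the diet in WT mice was -0.04 with array weights and -0.18 with quantile normalization, that of Il1b -0.04 and -0.31, and that of Cxcl10 for the genotype on NCD 0.03 with the block. The interaction of Cxcl1 was 0.51 with edgeR, 0.50 with DESeq2 and 0.51 with DESeq2 without a minimum mean. With each mouse left out, Cxcl2 ranged from -0.02 to 0.51, Il1b from -0.22 to 0.24 and the interaction of Cxcl1 from -0.69 to 0.91. Of the other values of the 76 gene results, 1090 had the same direction and side of the threshold, 32 were no longer past it and 49 newly past it, and with a mouse left out these were 605, 46 and 15.

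Depth limits the cytokines most, since Il17a had 0 reads in all mice and Il6 at most 2, so no difference in them was detectable.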

Differences from the paper's values

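The paper counts 496 transcripts changed between SSD-fed WT and Klrk1-/- mice, and 151 genes were called here. Of the alternatives set before the data were examined, DESeq2 (365), the replicate block (332), no fold limit (381) and unadjusted p-values (442) were within 1.5 times the paper's count, and the others were not, array weights (306) and all 4 groups in 1 model (287) included. DESeq2 without a minimum mean, chosen after seeing the values, gave 393. The paper counts 39 of them higher, against 24 here. No minimum mean (26), array weights (35), DESeq2 (32), the replicate block (42), all 4 groups in 1 model (34), unadjusted p-values (50) and leaving out SSD-fed WT replicate 1 (31) came within 1.5 times, and the other alternatives set before the data were examined did not. DESeq2 without a minimum mean, chosen after seeing the values, gave 36. The paper counts 457 lower, against 127 here, and DESeq2 (333) and unadjusted p-values (392) closed the gap, the other alternatives set before the data were examined did not, and DESeq2 without a minimum mean, chosen after seeing the values, gave 357.

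In single mice, the highest expression of Lox in an SSD-fed WT mouse relative to the NCD mean is about 3.2 in Fig. 2g, read by eye, the paper's value, and was 10.8 here. Without SSD-fed WT replicate 1 it was 2.64, and none of the other alternatives set before the data were examined closed the gap. In Fig. 7e, read by eye, the highest Klrk1-/- mouse relative to the WT mean is about 1.2 for Il1b, against 0.622 here, and about 1.1 for Tgfb3, against 0.606 here, and none of the alternatives set before the data were examined closed either gap. For Bmp8b it is about 1.1 in Fig. 7e, read by eye, against 0.601 here, and quantile normalization (0.807) closed the gap while the other alternatives set before the data were examined did not. The labels and numbers of points in Fig. 7e, read by eye, do not match the SSD-fed groups compared here. Which mice the panel shows is thus unclear, and its values may not come from the same groups.

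The paper states that Acta2 and Lox are upregulated on SSD, and neither passed the adjustment over all genes here (limma adjusted p = 0.174 and 0.218). The legend of Fig. 2 names unpaired t tests and no adjustment over all genes, so the thresholds differ. Unadjusted, 4 of the 6 genes of Fig. 2g had a limma p under 0.05. Acta2 passed with every sample scaled to the same total (0.0417) and without SSD-fed WT replicate 5 (0.0176), in a range of 0.0176 to 0.4. Lox passed with DESeq2 (0.0191), without SSD-fed WT replicate 5 (0.0217) and with DESeq2 without a minimum mean, chosen after seeing the values (0.0187), in a range of 0.0187 to 0.427. Tgfb3, shown as higher on SSD in Fig. 2g, had 0.0814 here and passed with the same total (0.0162), DESeq2 (0.0466), all 4 groups in 1 model (0.0416), without SSD-fed WT replicate 5 (0.0144) and with DESeq2 without a minimum mean, chosen after seeing the values (0.0474).

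The paper states that Cxcl1, Cxcl2 and Ccl2 are reduced in SSD-fed Klrk1-/- mice. Their log2 fold changes of -1.56, -2.27 and -1.88 did not pass the adjustment over all genes here (limma adjusted p = 0.0699, 0.0522 and 0.0745). The legend of Fig. 5 names unpaired t tests and no such adjustment. Unadjusted, all 7 IL-17 targets shown by the paper had a limma p under 0.05. Cxcl1 passed with array weights (0.0114), DESeq2 (0.000864), the replicate block (0.0202) and without SSD-fed WT replicate 1 (0.0347) or 5 (0.0375), in a range of 0.000864 to 0.233. Cxcl2 passed with a pseudocount of 0.5 (0.048), no minimum mean (0.0437), robust variances (0.0431), array weights (0.00877), the same total (0.0454), DESeq2 (0.00541), the block (0.0405), all 4 groups in 1 model (0.00665) and without SSD-fed WT replicate 5 (0.0356), in a range of 0.00469 to 0.188. Ccl2 passed with array weights (0.0262), DESeq2 (0.00319), the block (0.0189), all 4 groups in 1 model (0.0245) and without SSD-fed WT replicate 1 (0.0383), in a range of 0.00238 to 0.207. Mmp13, also shown in Fig. 5c, had 0.0573 here and passed with array weights (0.0108), the same total (0.049), DESeq2 (0.0035), all 4 groups in 1 model (0.0134) and without SSD-fed WT replicate 1 (0.0415) or 5 (0.0292), in a range of 0.00272 to 0.207. DESeq2 without a minimum mean, chosen after seeing the values, gave 0.0169 for Cxcl1, 0.00469 for Cxcl2, 0.00238 for Ccl2 and 0.00272 for Mmp13.

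The paper states that IL-1β and other cytokines are reduced, and none of the 6 genes of Fig. 7e passed the adjustment over all genes here. The legend of Fig. 7 names unpaired t tests for this panel and no such adjustment. Unadjusted, 5 of the 6 had a limma p under 0.05. Il1b (limma adjusted p = 0.124) passed with array weights (0.0473) in a range of 0.0473 to 0.314. Il1a (0.0575) passed with array weights (0.0145), the same total (0.0431), DESeq2 (0.0135), all 4 groups in 1 model (0.0329) and without SSD-fed WT replicate 1 (0.0462), in a range of 0.0133 to 0.19. Il33 (0.0812) passed with array weights (0.0202), DESeq2 (0.0462), all 4 groups in 1 model (0.032) and without SSD-fed WT replicate 5 (0.0493), in a range of 0.0202 to 0.251. DESeq2 without a minimum mean, chosen after seeing the values, gave 0.0133 for Il1a and 0.046 for Il33. Tgfb3 (0.186) passed without SSD-fed WT replicate 5 (0.0401), in a range of 0.0401 to 0.423. Tgfb2 (0.236, range 0.0852 to 0.501) and Bmp8b (0.139, range 0.108 to 0.331) passed under none of the alternatives run.

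The paper states that inflammatory pathways are unaffected in NCD-fed Klrk1-/- mice, and here the acute phase list was lower in them (camera adjusted p = 0.00211, range 4.22e-06 to 0.888). The lists of chemokines (camera adjusted p = 0.805), inflammatory cytokines (0.661) and IL-6 regulation (0.493) were not past the threshold. At least 1 list past it was found in 30 of the 35 splits of these mice, the real one included.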

Other observations

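The tests in this part were chosen after the results they bear on were seen, with the scaling to the same total taken from the alternatives set before the data were examined.

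The numbers of called genes were set against other splits of the same mice. For the diet in WT mice, the real split was the 1 of 100 splits of the 9 mice with as many genes, and the 1 of 16 that part as many same-numbered mice. For the genotype it was the 1 of 56 and the 1 of 8 on SSD, and the 1 of 35 and the 1 of 8 on NCD. Splits of 8 or 16 cannot give a share under 0.05, and the splits left out keep more same-numbered mice in the same group. The numbers of lists were matched more often, in 39 of 100 and 8 of 16 splits for the diet in WT mice, in 8 of 56 and 2 of 8 for the genotype on SSD, and in 30 of 35 and 7 of 8 on NCD, so they cannot be told apart from other groupings. With every library thinned to 19892025 reads, 153 genes were called for the genotype on SSD, 136 of them among the 151, so the difference in depth does not account for the count. For the diet in WT mice thinning gave 1174 genes, 1125 of them among the 1179.

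Both for the diet in WT mice and for the genotype on SSD, 87 genes were called, where 12.9 are given by chance, and 81 of them changed in opposite directions. Both comparisons share the SSD-fed WT mice, so a shift in those mice alone gives opposite signs, and the pattern was not tested apart from that.

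SSD-fed WT replicate 1 lay apart from the other SSD-fed WT mice, at 66 on the first principal component against 29.5 to 44.2, and had the highest Lcn2, at 3650.2 normalized counts. Its 10 most abundant genes took 18.7% of its reads, within the range of the other 4 mice. Thinned to the lowest depth its Lcn2 was 3659, but thinning cannot move the normalized count of an abundant gene. Its reads exceeded the lowest of the other 4 mice 1.29-fold, whereas its Lcn2 exceeded the highest of them 4.44-fold, and SSD-fed Klrk1-/- replicate 2, with 28225003 reads, was at 93.2 for Lcn2 and at 21.3 on the first principal component. Genes of pancreas and adipose tissue (Prss2, Pnlip, Adipoq and Plin1) had at most 3 reads in it, the floor. A few abundant genes, library depth and those tissues do not account for the difference, and no condition in the design parts this mouse from the others, so no biological explanation was tested.

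Heat shock genes were chosen after their values were seen. Hspa1b was at 1100.4 ± 255 normalized counts (SD, n = 4) in NCD-fed WT and 202 ± 15.3 (SD, n = 4) in NCD-fed Klrk1-/- mice (limma adjusted p = 1.68e-06), and at 709.6 ± 88.4 (SD, n = 5) and 319 ± 107 (SD, n = 3) on SSD (limma adjusted p = 0.0121). Among the genes lower in NCD-fed Klrk1-/- mice, the Reactome set of HSF1-dependent transactivation held 5 of 19 genes (adjusted p = 0.000378 over 851 sets). On SSD, in other animals, the set had a median log2 fold change of -0.08 with 12 of 19 genes lower, and camera, which is not an exact test, gave a p of 0.00578. That p rests on a fixed inter-gene correlation of 0.01, so it cannot exclude a chance difference of the NCD-fed mice for the set. Hspa1b itself was lower in both sets of animals. The time of day at collection is a candidate explanation, since 6 of 16 circadian clock genes had an adjusted p under 0.05 on NCD, 37.5% against 13.1% of all genes (exact one-sided hypergeometric test, p = 0.0123). On SSD it was 2 of 16 (exact one-sided hypergeometric test, p = 0.0773). Per2 had log2 fold changes of -1.19 on NCD (adjusted p = 0.00117) and -0.80 on SSD (adjusted p = 0.0476). The labels give no time of collection, so the pattern cannot be told apart from it.

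Rilpl1, which overlaps Snrnp35, was at 950.3, 900.2 and 902 normalized counts in the SSD-fed Klrk1-/- mice and at 591, 101, 47.3 and 605 in the NCD-fed ones, while WT mice had 45.6 to 101. Gdpd3 was at 326, 48.5, 16.2 and 522 and Nnmt at 1535, 226, 92 and 1464 in the same NCD-fed Klrk1-/- mice. In the mouse with the lowest Rilpl1, Klrk1 was at 8.71 normalized counts, below every NCD-fed WT mouse, so a WT mouse or mostly WT RNA in its place is unlikely. Rilpl2, Kmt5a, Sbno1 and Mphosph9 lie beside Rilpl1 on chromosome 5 and were chosen after their values were seen. Rilpl2 was at 248, 156, 153 and 266 and Kmt5a at 1315, 706, 711 and 1303 in the NCD-fed Klrk1-/- mice, and Sbno1 at 1389, 1049, 1091 and 1463 and Mphosph9 at 149, 109, 102 and 159. Among the 50 genes that vary most between NCD-fed Klrk1-/- mice, 4 pairs lie within 500 kb, overlapping genes and genes of 1 family left out after the count with them had been seen (one-sided permutation test with 10000 random sets, p = 0.0356). For NCD-fed WT mice it was 2 pairs (one-sided permutation test, p = 0.33). The 4 pairs are Acot11 with Tceanc2, Gdpd3 with Sez6l2, Fcmr with Dyrk3 and Zswim3 with Neurl2, none with Rilpl1 or its neighbours, so this count does not bear on Rilpl1, and its pattern cannot be told apart from loci that segregate within the Klrk1-/- colony.

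Of the genes for NKG2D ligands, Raet1d and Raet1e were lower on SSD in WT mice, from 243 ± 137 to 92.3 ± 66.3 and from 142 ± 78.1 to 38.6 ± 21.1 normalized counts (SD, n = 4 and n = 5; limma adjusted p = 0.0325 and 0.00417). They overlap each other and are near copies, and the sum of both had a log2 fold change of -1.68, so a split of reads between them does not account for the fall. With every sample scaled to the same total, Raet1e had an adjusted p of 0.00899, so that scaling does not account for the fall of Raet1e, whereas Raet1d had 0.0659. Raet1e kept its side of the threshold in all 25 alternatives and Raet1d lost it in 11 of the 25, among them 5 of the 9 that left out a mouse (adjusted p up to 0.0988) and the replicate block (0.117). Ulbp1, another ligand gene, went the other way in WT mice, from 9.85 ± 5.48 to 19 ± 5.51 normalized counts (log2 fold change 0.99, limma adjusted p = 0.0699). The paper singles out H60 as the ligand induced by cholesterol in cultured hepatocytes. It also reports more NKG2D-Fc staining on lipid-rich hepatocytes of SSD-fed mice, a surface measure that RNA of whole liver does not test. H60b had at most 3 reads and H60c at most 1 in any mouse, the floor, so a change in them could not be assessed. H60b (chromosome 10, 22034485 to 22164748) lies within Raet1e (22034468 to 22250038), so reads from it may not have been counted for it. In Klrk1-/- mice Raet1d fell from 350.5 ± 237 to 36.4 ± 4.92 and Raet1e from 246 ± 149.7 to 25.6 ± 8.05 normalized counts (SD, n = 4 and n = 3; limma adjusted p = 6.72e-05 and 7.2e-05), and Ulbp1 had a log2 fold change of -0.32 (limma adjusted p = 0.582).

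Ighm was at 736 ± 279 normalized counts in NCD-fed WT, 177 ± 24.2 in SSD-fed WT, 1777 ± 225 in NCD-fed Klrk1-/- and 146 ± 20.1 in SSD-fed Klrk1-/- mice, and its diet by genotype interaction was -1.61 (limma adjusted p = 0.0156). In WT mice 8 of the 9 B cell genes were higher on SSD and Ighm was the lower one, the others with a median log2 fold change of 0.32, but that list holds neither Jchain nor Igkc, which antibody-secreting cells express. Jchain fell from 38.2 ± 10 (SD, n = 4) to 14.2 ± 3.79 (SD, n = 5) normalized counts in WT mice (limma adjusted p = 0.00405) and from 46 ± 15.3 (SD, n = 4) to 23.4 ± 3.63 (SD, n = 3) in Klrk1-/- mice (limma adjusted p = 0.0439). Igkc went from 216 ± 106 to 128 ± 43.9 (limma adjusted p = 0.172) and from 272 ± 84.5 to 160.1 ± 22.3 (limma adjusted p = 0.0306). Fewer B cells thus do not account for the fall of Ighm in WT mice, and fewer antibody-secreting cells were not excluded.

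Cfd was at 9.3, 1255, 1133, 77.3 and 91.4 normalized counts in the SSD-fed WT mice and at 9.12 to 18.1 in the NCD-fed ones (limma adjusted p = 0.0351, exact two-sided permutation test p = 0.0635). Adipoq had at most 2 reads in the mice with the highest Cfd, so adipose tissue in the sample is unlikely.

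Mki67, which dividing cells express, was at 788, 162, 154, 387 and 79.2 normalized counts in the SSD-fed WT mice and at 24.9 to 42.5 in the SSD-fed Klrk1-/- mice, with an interaction of -3.36 (standard error 0.69, limma adjusted p = 0.0277). Leaving out each mouse in turn put the adjusted p of the interaction above 0.05 in 9 of 16 cases, up to 0.095.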
